# Molecular Regulation of Fetal Brain Development in Inbred and Congenic Mouse Strains Differing in Longevity

**DOI:** 10.3390/genes15050604

**Published:** 2024-05-09

**Authors:** Maliha Islam, Susanta K. Behura

**Keywords:** gene expression, epigenetics, genetic variation, splice variation, brain development, longevity

## Abstract

The objective of this study was to investigate gene regulation of the developing fetal brain from congenic or inbred mice strains that differed in longevity. Gene expression and alternative splice variants were analyzed in a genome-wide manner in the fetal brain of C57BL/6J mice (long-lived) in comparison to B6.Cg-*Cav1*^tm1Mls^/J (congenic, short-lived) and AKR/J (inbred, short-lived) mice on day(d) 12, 15, and 17 of gestation. The analysis showed a contrasting gene expression pattern during fetal brain development in these mice. Genes related to brain development, aging, and the regulation of alternative splicing were significantly differentially regulated in the fetal brain of the short-lived compared to long-lived mice during development from d15 and d17. A significantly reduced number of splice variants was observed on d15 compared to d12 or d17 in a strain-dependent manner. An epigenetic clock analysis of d15 fetal brain identified DNA methylations that were significantly associated with single-nucleotide polymorphic sites between AKR/J and C57BL/6J strains. These methylations were associated with genes that show epigenetic changes in an age-correlated manner in mice. Together, the finding of this study suggest that fetal brain development and longevity are epigenetically linked, supporting the emerging concept of the early-life origin of longevity.

## 1. Introduction

Emerging evidence suggests that early-life developmental processes are linked to the processes that control aging and longevity [1,2,3,4]. Specific molecular and cellular processes are shared between early development and aging [5], which supports the developmental aging (*DevAge*) theory originally proposed by Dilman [6]. Genomics and molecular biology studies have implicated that the *DevAge* link may be widely conserved in mammals [7,8]. Processes associated with development and aging are critically dependent upon common regulatory mechanisms such as nutrient sensing, ribosome biogenesis, and the regulation of alternative splicing by spliceosomes [1,9,10,11]. During mammalian reproduction, development of the fetal organs is dependent on the nutritional supply from the mother to the fetus via the placenta [12]. The fetal brain requires a larger proportion of energy from the maternal resources compared to other organs during fetal development [13]. An imaging analysis has shown specific structural features of the brain that change in a similar pattern during development and aging [3]. Though links between reproduction and longevity are documented [14,15,16,17], the relationship between fetal brain development and longevity remains poorly understood.

Animal models have greatly aided our understanding of the regulation of developmental and longevity processes [18,19]. The murine leukemia viruses (MLVs), which are retroviruses belonging to the gammaretroviral genus, lead to leukemia in these mice. Ecotropic expression of AKV (AK virus) is found in all tissues from birth [20], and leukemia progression occurs in an age-dependent manner in these mice [21,22]. Symptoms of leukemia occur as early as three months of age, and most AKR/J mice (60 to 90%) show severe cancer by the age of 10 months and die within a month or two [20]. AKR/J inbred mice show a nearly 50% reduced longevity compared to that of C57BL6/J mice [23]. Besides variations in longevity among inbred strains of mice [23], the knockout of pro-longevity genes also affects longevity in mice [24]. This is evident from the congenic mouse strain B6.Cg-*Cav1*^tm1Mls^/J generated from the C57BL6/J strain that lacks the Caveolin-1 (*Cav1)* gene. Caveolin-1 is a major structural protein of the flask-shaped lipid pocket of plasma membrane called caveolae. It is abundant in endothelial cells but also present in many other cell types. *Cav1* is a known pro-longevity gene [24]. Additionally, *Cav1* plays important roles in the regulation of angiogenesis [25]. Mice lacking the *Cav1* gene show impaired endothelia function [26]. The ablation of *Cav1* alters the metabolic regulation of the fetal brain [27] and reduce mouse longevity by nearly 50% [28]. *Cav1*-null mice, though viable and fertile, show hyperproliferative and vascular abnormalities [29]. At a young age (3–6 months old), these mice exhibit neuronal aging that resembles that of aged (more than 18 months) mice [30]. *Cav1*-null mice show Alzheimer’s disease (AD)-like symptoms at an early adult life [30]. Increased amyloid β, tau phosphorylation, astrogliosis, and a decreased cerebrovascular volume are observed in the brain of these mice [30]. As *Cav1* plays a key role in modulating β-secretase activity [31], the association of *Cav1* with AD pathologies in these mice is implicated [32]. *Cav1*-null mice are used as models in aging research [33].

In mice, brain development begins around embryonic day 9 (d9) when neural tubes are formed [34]. On d12, the choroid plexus begins to develop along with the medial, lateral, and caudal ganglionic sections, and the hypothalamus becomes bigger in the diencephalon [35]. On d15, all six layers of the cerebral cortex become distinctive, along with a high level of invasion of microglia [36]. On d17, neurogenesis in the fetal brain is most active [36], after which the forebrain, the pituitary gland, and the neuroendocrine structures start growing rapidly.

In the present study, our overall aim is to investigate the genetic regulation of fetal brain development in congenic and inbred mice strains that differ in longevity. Our investigation approach is based on applying integrative approaches to analyze splice variants, epigenetics, and genetic variation to study the genetic regulation of fetal brain development in C57BL6/J, *Cav1*-null, and AKR/J mice at different gestational time points.

## 2. Materials and Methods

### 2.1. Overview of Approach

The research approach and methodology are schematically illustrated in Figure 1. The developing fetal brain of AKR/J, C57BL/6J, and B6.Cg-*Cav1*^tm1Mls^/J (also known as *Cav1*-null) mice were investigated molecularly on gestational days (d) 12, 15, and 17. These specific time points were chosen for gene expression analysis as mouse fetal brain shows distinct developmental processes at these stages. The relative timelines of placental development are also relevant to brain development because the placenta plays key roles in fetal growth [37,38,39]. On d15, the placenta is fully formed and functional [40], and the fetal brain is at peak in the microglia invasion [36]. In the developmental profiling of gene expression, we referred to the period from d12 to d15 as the “early” phase and from d15 to d17 as the “late” phase of fetal brain development.

### 2.2. Animals and Sample Collection

The inbred mice strains C57BL/6J (strain # 000664), AKR/J (strain # 00064), and B6.Cg-*Cav1^tm1Mls^*/J (strain # 007083) used in this study were purchased from the Jackson Laboratory (Bar Harbor, ME, USA). Approximately 8-week-old mice of these strains were used to establish timed pregnancies separately, as described previously [6]. The vaginal plug was observed to keep a record of the start of pregnancy (day 1). On days (d) 12, 15, and 17, the pregnant mice were euthanized, the fetuses were collected [15] and washed in sterile PBS, and the whole brain was dissected from each fetus [27].

### 2.3. RNA Sequencing

Total RNA was isolated from the dissected fetal brain samples using an AllPrep DNA/RNA Mini Kit (Qiagen, Cat No./ID: 80204, Hilden, Germany) following the manufacturer’s instruction. A total of 27 RNA samples were prepared, which included 3 strains × 3 time points per strain × 3 replicates per time point. The use of three biological replicates per time point followed the recommendation of best practices for RNA-seq analysis [41]. The samples were homogenized with 500 μL RLT buffer (Qiagen, Cat No./ID: 79216). The buffer was freshly supplemented with 5 μL of 2-mercaptoethanol. The homogenate was transferred to a fresh tube and centrifuged for 1 min at ≥8000× *g*. The supernatant (750 μL) was transferred to a fresh tube and mixed with an equal volume of 70% ethanol to precipitate the RNA. RNA was eluted in 30 μL nuclease-free water. The concentration of RNA was determined using a Nanodrop 1000 spectrophotometer (Thermo Fisher Scientific, Saint Louis, MO, USA). The RNA Integrity Number (RIN) was determined using the Agilent 2100 bioanalyzer. The RNA was used for the preparation of sequencing libraries, and the libraries were sequenced (RNA-seq) at the Novogene Cooperation Inc. (Sacramento, CA, USA). Each library was sequenced to 20 million paired-end reads of 150 bases using a NovaSeq 6000 sequencer (Illumina, San Diego, CA, USA).

### 2.4. RNA-Seq Data Analysis

The quality of the raw sequences was checked with *FastQC*. Adaptor trimming was performed using *cutadapt*. The *fastp* tool [42] was used to perform base quality trimming (Phred score > 30) by a sliding-window scan (4 nucleotides). The quality reads were then mapped to the mouse reference genome GRCm39 using the *STAR* aligner [43]. The read count data were analyzed using *edgeR* [44] to determine the significance of the differential expression, as described in our earlier works [27,45,46]. The read count and raw data were submitted to the Gene Expression Omnibus or GEO database (accession number GSE252079).

### 2.5. Detection of Novel and Known Splice Variants in Developing Fetal Brain

We applied the multi-sample 2-pass mapping approach of *STAR* [43] to analyze the splice variants in the fetal brain of the three strains at each developmental time point. The *Ensembl* mouse gene annotation (*Mus_musculus.GRCm39.110.gtf*) was used to count reads mapped to the annotated junction sites of genes in each sample. The junction sites detected from the 1st-pass mapping in each sample were merged with the annotated junctions from the reference genome. The merged junction data were used to perform the 2nd mapping, and the reads mapped to the known or novel junctions were re-counted in each sample. The *sj.out.tab* output files generated from the 2nd mapping were parsed using *awk* commands to filter out junctions with multi-mapped reads or those with less than 20bp overhangs. If a splice junction showed less than 10 mapped reads in all the samples, it was excluded from further analysis. The final list of splice sites detected across the samples was provided as a processed file in the data submission to GEO (accession number GSE252079). When 10 or more reads mapped to the junction site of a gene in a specific strain at a specific time point but not in other strains and developmental time points, that splice junction was counted as a developmental alternative splice variant specific to the strain and time point. The genes associated with the novel splice sites were identified by intersecting the genomic coordinates of the junction sites and the annotated mouse genes (*Mus_musculus.GRCm39.110.gtf*) using *BEDTools* [47].

### 2.6. Analysis of Epigenetic Variation

We profiled the DNA methylation of a total of 2045 CpG (cytosine–guanine) sites associated with the mouse epigenetic clock [48] in the d15 fetal brain from the three mouse strains. DNA from frozen brain samples was purified using the Quick-DNATM Miniprep Plus kit (Cat. No. D4068). Bisulfite DNA conversion was performed from each sample in duplicates using the EZ DNA Methylation-Lightning TM Kit (Cat. No. D5030), followed by enrichment for target loci, library preparation, and sequencing on an Illumina^®^ HiSeq instrument by Zymo Research (Irvine, CA, USA). Data analysis was performed using *Bismark* [49] to extract the methylation sites, and the β-values of the methylation levels for each site were calculated as described previously [50]. Given the heteroscedasticity nature of β-values [50], the β-value of each methylation site was divided by 1 minus β-value and converted to the log_2_ scale. The converted values were subjected to an analysis of variance (ANOVA) to determine the significance of the difference in the methylation level between the strains. ANOVA is a recommend method to access the significance of differences in the methylation level [51]. A one-way ANOVA was performed in R. The hierarchical clustering of methylation sites was performed using the R package *dendextend* (version 1.17.1). The Euclidean distance was used to perform the hierarchical cluster analysis. The difference between the clusters was measured by cophenetic distances and cophenetic correlations [52] using *dendextend*.

### 2.7. Genetic Variant Analysis

We used the single-nucleotide polymorphism (SNP) data (AKR_J.mgp.v5.snps.dbSNP142.vcf) annotated between AKR/J relative to C57BL/6J strain from the Mouse Genomes Project [53]. The SNP data were used to identify genetic variations that were methylated in the fetal brain. In this analysis, we focused on the methylation of the d15 brain samples because our RNA-seq analysis showed that gene regulation between strains was significantly altered in the brain before and after d15. We asked if the differentially methylated (DM) sites in the d15 fetal brain were associated with the known genetic polymorphic sites between the strains in a non-random manner. To answer this question, we calculated the closest distance (in kilobases or kb) between the SNP and DM sites using the *BEDTools closest* function [47]. The distances were divided into different bins (n = 10): 0–0.1, 0.1–1, 1–5, 5–10, 10–50, 50–100, 100–200, 200–400, 400–800, or 800–1000, and the SNPs and DM sites within each bin were counted. For each bin, the count data were converted to 2 × 2 contingency tables that were subjected to Fisher’s exact test to determine if there was a significant SNP-DM association in the individual bins. Fisher’s exact test was appropriate for this analysis as our purpose was to evaluate if methylation variation and genetic variation in a given bin were independent from one another (null hypothesis). Fisher’s tests were performed based on Pearson’s Chi-Square using R.

## 3. Results

### 3.1. Gene Expression Variation in the Fetal Brain of Short- and Long-Lived Mice

We quantified gene expression in fetal brain development of the AKR/J, C57BL/6J, and B6.Cg-*Cav1*^tm1Mls^/J (also known as *Cav1*-null) mice on gestational days (d) 12, 15, and 17. 

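RNA of the whole fetal brain was sequenced in 27 libraries, 3 for each of the 3 strains on each of the 3 days. The authors removed adaptors with cutadapt, trimmed bases by quality with fastp and mapped the reads to GRCm39 with STAR. The read counts, listed by Ensembl gene and without normalization, were used here. The paper's text does not name the counting tool or say how reads with several matches were counted. Between 26363697 and 39759702 reads per library were counted on genes, with a median of 29700746. Within each strain, the 3 libraries of d12 were compared with the 3 of d15, and the 3 of d15 with the 3 of d17, in models of these 6 libraries. Genes with few reads were left out by edgeR's filterByExpr, and the libraries were scaled by the TMM method. Genes were tested with edgeR's quasi-likelihood test and called at a Benjamini-Hochberg adjusted p under 0.05. Each log2 fold change is the later day over the earlier day, so that a positive value is a gene that rose, which the paper counts as downregulated. Expression is given in CPM, the reads of a gene scaled to the size of its library, as mean ± SD of the 3 libraries of a group. The strain labels were checked on Cav1, which lies on chromosome 6 from 17306140 to 17341451. Its expression was 0 to 0.55 CPM in the 9 Cav1-null libraries, 6.36 to 37.98 CPM in AKR/J and 10.68 to 43 CPM in C57BL/6J.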

The gene expression data (Supplementary Table S1) were analyzed in a pair-wise manner between strains during the two developmental phases—d12 versus d15 and d15 versus d17. The differential gene expression analysis [44] showed that specific genes were significantly (false discovery rate < 0.05) changed in their expression during the two developmental phases of the fetal brain (Supplementary Figure S1). 

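In AKR/J, 5758 of 19935 tested genes were DE between d12 and d15, with 2958 higher and 2800 lower on d15. Between d15 and d17, 4409 of 19989 genes were DE in this strain, with 2324 higher and 2085 lower on d17. C57BL/6J had 2850 DE genes of 19154 in the early phase (1356 higher and 1494 lower on the later day) and 2594 of 19888 in the late phase (1484 higher and 1110 lower). In Cav1-null mice, 4666 of 19934 genes were DE in the early phase (2318 higher and 2348 lower) and 5530 of 20245 in the late phase (2937 higher and 2593 lower). The early-phase count of C57BL/6J moved most, to 0 genes without d15 replicate 2, where 4920 genes had an unadjusted p under 0.05. It was 6 and 2 without d15 replicates 1 and 3, 330 without d12 replicate 1 and 5958 without d12 replicate 2. In its late phase the count was 6990 without d17 replicate 1, 160 without d17 replicate 3, and 363, 267 and 781 without each d15 replicate in turn. For the early phase of AKR/J, 9052 genes were DE without d12 replicate 2, against 3775 and 3807 without d12 replicates 1 and 3 and 2871 and 2619 without d15 replicates 1 and 3. The late phase of AKR/J had 1576 and 1726 DE genes without d17 replicates 2 and 3. Early-phase counts in Cav1-null mice were 7378 without d12 replicate 3, 2984 without d12 replicate 1, and 2419, 2301 and 2533 without each d15 replicate in turn. The late phase of Cav1-null mice stayed between 3974 and 5331 genes. TMM scaling gave a share of higher genes of 51.37% in the early phase of AKR/J, against 74.72% with library sizes alone, which moved the median log2 fold change of all genes from 0.02 to 0.46. For C57BL/6J in the late phase this share was 57.21% with TMM, 68.44% with library sizes alone and 67.48% with the upper quartile.

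**Figure D1:**
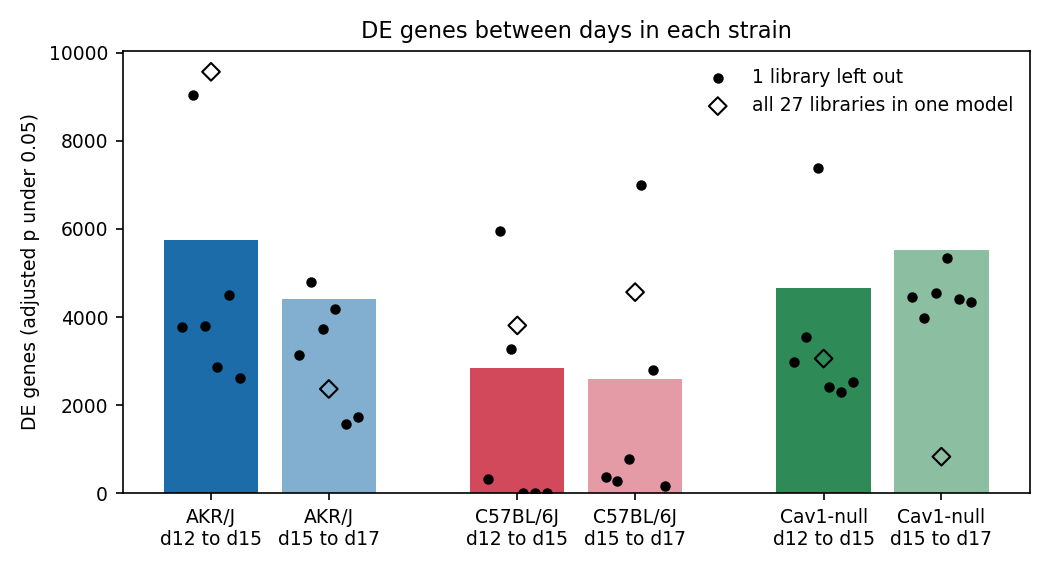
Number of DE genes (adjusted p under 0.05) between days in each strain. Bars give the counts from the 6 libraries of each comparison, black points the counts with 1 library left out, and open diamonds the counts from 1 model of all 27 libraries, which range from 829 to 9568.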

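The gene with the largest rise and the gene with the largest fall were taken in each comparison, among DE genes with an average log2 CPM of at least 3 and no overlap between the libraries of the 2 days. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and every mean is over 3 libraries. In the early phase of AKR/J, the largest rise was that of Grm5 (ENSMUSG00000049583, chromosome 7, 87233376 to 87784594), from 0.604 ± 0.109 to 43.2 ± 4.25 CPM (log2 fold change 5.68, SE 0.24, adjusted p = 0.000157). The largest fall was that of Prl8a2 (ENSMUSG00000018259, chromosome 13, 27529645 to 27538199), which had 398, 77 and 16.4 CPM in the AKR/J libraries of d12 and no reads on d15 (adjusted p = 0.00661). With 3 reads as the limit that a count of 0 allows, its mean was at least 1607-fold lower on d15, or at least 160-fold lower when taken from the lowest d12 library. Outside AKR/J d12, Prl8a2 did not exceed 2.49 CPM in any library, and Afp, a gene of the yolk sac endoderm, was 10.9 to 707 CPM in the AKR/J d12 libraries and at most 1.73 CPM in the other d12 libraries. In the late phase of AKR/J, Hbb-bs rose from 867 ± 296 to 7560 ± 5750 CPM (log2 fold change 3.18, SE 0.57, adjusted p = 0.00652). The embryonic globin gene Hbb-y (ENSMUSG00000052187, chromosome 7, 103500956 to 103502423) showed the largest fall there, from 1140 ± 437 to 31.1 ± 20.2 CPM (log2 fold change -5.16, SE 0.61, adjusted p = 0.00142). Globin reads may come from blood cells, and on d12 Hbb-y was 66200 ± 43500 CPM in AKR/J, 1680 ± 1220 in C57BL/6J and 3230 ± 223 in Cav1-null mice. Hbb-y also had the largest fall in the late phase of C57BL/6J (-8.47, SE 0.23, adjusted p = 1.57e-05) and in both phases of Cav1-null mice (-6.27, SE 0.17, adjusted p = 1.32e-06, and -6.38, SE 0.23, adjusted p = 6.47e-09). The largest early-phase fall in C57BL/6J was that of Hbb-bh1 (-7.24, SE 1.89, adjusted p = 0.0451), whose d12 libraries ranged from 4.17 to 328 CPM and which was no longer DE without d12 replicate 1 or without any of the d15 replicates. Sla (ENSMUSG00000022372, chromosome 15, 66651899 to 66704001) had the largest early-phase rise in C57BL/6J, from 3.23 ± 1.1 to 36.8 ± 3.17 CPM (3.55, SE 0.28, adjusted p = 0.00868, not DE without any 1 of the d15 replicates), and in Cav1-null mice (3.85, SE 0.24, adjusted p = 7.13e-05). Aqp4 (ENSMUSG00000024411, chromosome 18, 15522451 to 15544039) had the largest late-phase rise in C57BL/6J, from 2.53 ± 0.515 to 47.9 ± 12.6 CPM (4.09, SE 0.23, adjusted p = 0.000784), and in Cav1-null mice (3.23, SE 0.17, adjusted p = 2.31e-07). Ablim3 and Grm5 head Supplementary Table S2, and Ablim3 (chromosome 18, 61932463 to 62044916) rose from 2.28 ± 0.497 to 77.5 ± 8.01 CPM in the early phase of AKR/J (log2 fold change 4.62). In the other 5 comparisons the log2 fold change of Ablim3 was 0.63 to 1.80 and that of Grm5 1.12 to 2.92.

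**Figure D2:**
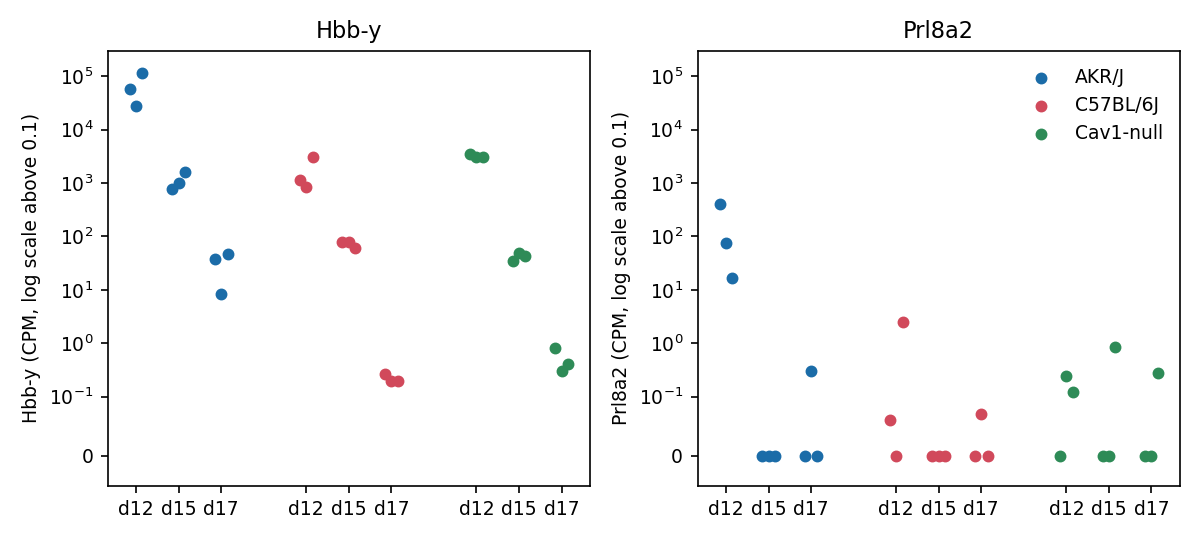
CPM of Hbb-y (left) and Prl8a2 (right) in each of the 27 libraries, by strain and day, on an axis that is logarithmic above 0.1. Each point is 1 library, and the 3 AKR/J d12 libraries are highest for both genes.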

The list of the differentially expressed (DE) genes is provided in Supplementary Table S2. 

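The early phase of AKR/J had 1.31 times as many DE genes as the late phase, and in Cav1-null mice this ratio was 0.844. With all 27 libraries in 1 model, which gives each gene a single dispersion, the early phase had 9568 and the late phase 2366 DE genes in AKR/J, a ratio of 4.04. In Cav1-null mice the same model gave 3056 and 829 genes, a ratio of 3.69, which reverses the order of the phases. The biological coefficient of variation between replicates was 33.1% in the early and 20.4% in the late phase of AKR/J, and 21.3% and 11.5% in Cav1-null mice. The ratio of AKR/J fell to 0.701 without d15 replicate 3 and rose to 3.65 without d17 replicate 2. That of Cav1-null mice was above 1 without d12 replicate 3 (1.33), d17 replicate 2 (1.06) or d17 replicate 3 (1.07).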

A greater number of genes were differentially expressed in the early phase compared to the late phase of brain development in AKR/J and *Cav1*-null mice (short-lived mice) (Figure 2). In contrast, a greater number of genes were differentially expressed in the late phase compared to the early phase of brain development in the C57BL/6J (long-lived) mice. 

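In C57BL/6J the ratio of early-phase to late-phase DE genes was 1.1. It fell to 0.834 with all 27 libraries in 1 model, where 3809 genes were DE in the early and 4565 in the late phase. Leaving out d17 replicate 3 raised it to 17.8, and without d15 replicate 2 the early phase had no DE genes. The coefficient of variation between replicates was 24.2% in the early and 24.8% in the late phase of this strain.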

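The 4 counts of DE genes of each strain, for the 2 phases and the 2 directions, were compared between strains in a chi-square test, as in the paper. Between AKR/J and C57BL/6J, chi-square was 50.7 (df = 3, p = 5.75e-11) over 15611 calls, and Cramer's V was 0.057. Between Cav1-null and C57BL/6J mice, chi-square was 76.4 (p = 1.81e-16) and Cramer's V was 0.0699. Genes are not independent of each other, so these tests describe the counts only. Cramer's V of AKR/J and C57BL/6J ranged from 0.0373 to 0.381 with 1 library left out, and was 0.366 with all 27 libraries in 1 model, the setting that also raised V of Cav1-null and C57BL/6J mice to 0.327.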

Cramer’s V [54] was greater than 0.2 when the number of DE genes was compared in a Chi-Square test either between the AKR/J and C57BL/6J (Chi-Square = 2355.2, degree of freedom or df = 3, *p* < 0.0001, and Cramer’s V = 0.291) or between the *Cav1*-null and C57BL/6J (Chi-Square = 1079.9, df = 3, *p* < 0.0001, and Cramer’s V = 0.235). But, when the DE gene counts were compared between the AKR/J and *Cav1*-null mice (both short-lived), Cramer’s V was less than 0.061 (Chi-Square = 83.3, df = 3, *p* < 0.0001). 

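In the comparison of AKR/J with Cav1-null mice, chi-square was 243.9 (df = 3, p = 1.38e-52) over 20363 calls, and Cramer's V was 0.109. V of this pair was 0.063 with all 27 libraries in 1 model and ranged from 0.0167 to 0.331 with 1 library left out.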

Of note, Cramer’s V is a measure, varying from 0 to 1, representing how strongly two variables are associated with one another (0 means no association, and 1 means complete association). 

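Whether the change between days differed between strains was tested with the interaction of strain and day in edgeR's quasi-likelihood test, over the 12 libraries of a pair of strains and days. Against C57BL/6J, 15 of 21090 genes differed in the early phase of AKR/J, of which 1 rose more and 14 less, while 3432 genes had an unadjusted p under 0.05. This balance moved to 900 more and 760 less with all 27 libraries in 1 model, and to 270 and 118 without C57BL/6J d12 replicate 3. More genes rose less with the DESeq2 Wald test (333 more and 637 less) and with no filter on low counts (147 and 397). In the late phase of AKR/J, the single gene past the threshold was the pseudogene Gm13736 (chromosome 2, 87356489 to 87356741), with a difference in log2 fold change of 7.99 (SE 0.5, adjusted p = 3.47e-05). It changed little in AKR/J (0.09) and fell in C57BL/6J (-7.89). The single gene in the early phase of Cav1-null mice was Slc7a11 (chromosome 3, 49846975 to 50398070), with a log2 fold change of -0.07 against 3.22 in C57BL/6J (difference -3.31, SE 0.27, adjusted p = 0.000523). Slc7a11 was also among the 15 genes of AKR/J (difference -2.51, SE 0.35, adjusted p = 0.0371). Both genes were picked after their values were seen. For both, the difference may lie in the C57BL/6J libraries, to which AKR/J and Cav1-null mice were each compared. Cav1-null mice had 54 such genes in the late phase, among them Gm13736 (difference 8.3). These counts moved most with single libraries, to 3251 genes without AKR/J d12 replicate 2 in the early phase of AKR/J and to 5792 without C57BL/6J d17 replicate 1 in the late phase of Cav1-null mice. Without C57BL/6J d17 replicate 1 the late phase of AKR/J had 823 genes, and without C57BL/6J d12 replicate 2 the early phase of Cav1-null mice had 1618.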

Our analysis suggested that the observed changes in gene expression were significantly associated with the developmental timing of the fetal brain in a strain-dependent manner. The gene expression pattern was significantly different on d12 compared to d15 or d17 in the AKR/J strain, while this pattern was not observed in the C57BL/6J or *Cav1*-null strain (Figure 3).

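Pearson correlations between libraries were computed over genes, on log2(CPM + 1), for all pairs of a d12 library and a library of d15 or d17 of the same strain. Genes are not independent replicates, so the position of the d12 libraries was ranked among the 84 choices of 3 of the 9 libraries of a strain. In AKR/J the mean correlation of d12 with the later days was 0.923 (0.894 to 0.962), against 0.98 between d15 and d17. C57BL/6J had a mean of 0.963 (0.931 to 0.989) against 0.977 between d15 and d17, and Cav1-null mice 0.969 (0.957 to 0.981) against 0.987. In each of the 3 strains the d12 libraries had the lowest mean of the 84 choices (exact one-sided p = 0.0119, the smallest possible), but in C57BL/6J they ranked 2 on log2(CPM + 0.1). A choice that mixes days keeps pairs of the same day in its mean, so that d12 or d17, at an end of the series, ranks low without standing apart from both other days. The d17 libraries ranked 2 in C57BL/6J (mean 0.963, as for d12) and in Cav1-null mice (mean 0.973), and 9 in AKR/J (mean 0.945). Without the logarithm, the mean in AKR/J fell to 0.44 (0.22 to 0.644) and stayed the lowest of the 84 choices. On that scale, d12 ranked 20 of 84 in C57BL/6J (mean 0.87, exact p = 0.238) and 12 of 84 in Cav1-null mice (mean 0.906, exact p = 0.143). There the d17 libraries ranked 3 in C57BL/6J (mean 0.85), 1 in Cav1-null mice (mean 0.897) and 20 in AKR/J (mean 0.638). A difference between strains in these values was not tested. The erythroid genes had 3.57% to 13.6% of the reads in the AKR/J d12 libraries, and the mean on the scale without the logarithm was 0.754 when 15 such genes were left out. From the counts of DE genes by phase and Cramer's V between pairs of strains, the paper proposes that the changes in expression are tied to the developmental timing of the fetal brain in a way that depends on the strain.

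**Figure D3:**
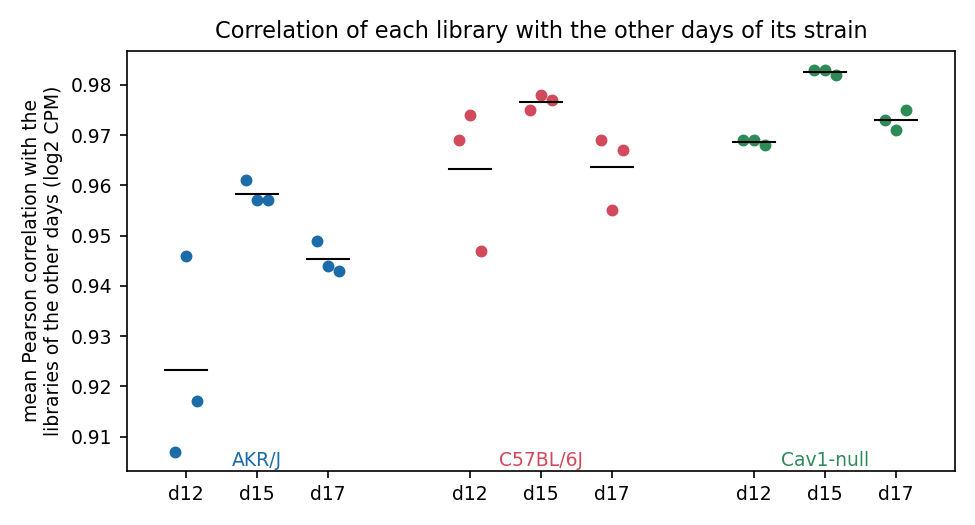
Mean Pearson correlation (log2 CPM) of each library with the libraries of the other days of its strain. Points are libraries and lines the mean of 3, and in AKR/J the d12 libraries lie at 0.907, 0.946 and 0.917 and those of the later days between 0.943 and 0.961.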

The number of genes upregulated or downregulated in the fetal brain varied in a strain-specific manner (Figure 4). 

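In the early phase, 730 genes rose and 515 fell in all 3 strains, and in the late phase 671 rose and 601 fell in all 3. AKR/J and C57BL/6J shared 208 rising and 420 falling genes in the early phase that were not called in Cav1-null mice. C57BL/6J and Cav1-null mice shared 182 rising and 285 falling genes that were not called in AKR/J, and AKR/J and Cav1-null mice shared 603 and 237 that were not called in C57BL/6J. A gene called in 1 strain and not in another was not shown to differ between them.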

The number of strain-specific downregulated genes is shown in Figure 4A,B. The number of strain-specific upregulated genes is shown in Figure 4C,D. In these Venn diagrams, the strains are shown as A for AKR/J, B for C57BL/6J, and C for B6.Cg-*Cav1^tm1Mls^*/J (*Cav1*-null) mice. The figure showed that a relatively greater number of genes were downregulated in strain A compared to strain B or C during the early phase (P1) of brain development. 

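Among genes that rose from d12 to d15, 1417 were called only in AKR/J, 236 only in C57BL/6J and 803 only in Cav1-null mice. The count of AKR/J was 1.76 times that of the next strain, and this ratio was 13 with all 27 libraries in 1 model. It ranged from 0.445 without AKR/J d15 replicate 3 to 5.51 without Cav1-null d15 replicate 2.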

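Among genes that fell from d12 to d15, 1628 were called only in AKR/J, 274 only in C57BL/6J and 1311 only in Cav1-null mice, a ratio of AKR/J to the next strain of 1.24. Between d15 and d17, the genes that rose in a single strain numbered 797 in AKR/J, 475 in C57BL/6J and 1412 in Cav1-null mice. Those that fell numbered 846, 167 and 1478 in the same order. With all 27 libraries in 1 model, C57BL/6J had 2.3 times as many rising genes and 7.64 times as many falling genes as the next strain in the late phase. Without C57BL/6J d17 replicate 1 these ratios were 1.16 and 1.52.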

When the brain developed to phase 2 (P2), a greater number of genes were downregulated in strain B compared to strain A or C. A similar pattern was also observed among the strain-specific upregulated genes.

### 3.2. Functional Annotation of the Differentially Expressed Genes in the Fetal Brain

The gene groups shown in Figure 4 were subjected to Gene Ontology (GO) enrichment analysis [55]. 

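Gene Ontology and pathway annotation was not used here, and 10 fixed lists of well-known genes stood in for the functions named by the paper. Each list was tested in each of the 6 comparisons with camera of limma on voom values, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 60 tests. Of these, 51 passed an adjusted p of 0.05, with 19 lists higher and 32 lower on the later day. With fry in place of camera 41 passed, and with the correlation estimated from each list 1 passed, the fall of the cell cycle list in the early phase of AKR/J (adjusted p = 0.0261). The members of a list called after adjustment over the list alone are counted beside those called over all genes.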

The analysis showed that the genes commonly downregulated in the AKR/J and C57BL/6J brains were related to the nervous system development, neurogenesis, and system development functions (Supplementary Table S3). These functions were not enriched with genes commonly downregulated in *Cav1*-null and C57BL/6J mice. On the other hand, the genes commonly upregulated in the early phase of brain development in AKR/J and C57BL/6J mice were enriched with ribosome biogenesis processes such as rRNA processing, rRNA metabolic process, ribonucleoprotein complex assembly, ribonucleoprotein complex-subunit organization, ribosomal large-subunit biogenesis, ribosome assembly, and ribosomal small-subunit biogenesis (Supplementary Table S4). 

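The list of 78 genes of nervous system development rose in the early phase of AKR/J (median log2 fold change 1.06, adjusted p = 1.66e-13 by camera), C57BL/6J (0.75, adjusted p = 1.65e-16) and Cav1-null mice (0.35, adjusted p = 1.03e-06). In AKR/J, 44 members were called higher and 1 lower over all genes, and 52 were called when adjusted over the list alone. C57BL/6J had 21 higher and none lower, with 47 adjusted over the list alone, and Cav1-null mice 32 higher and 5 lower, with 44. The member with the largest change in AKR/J was Neurod2 (3.59, SE 0.89, adjusted p = 0.0187). In the late phase the list fell in C57BL/6J (-0.42, adjusted p = 0.000443) and moved little in AKR/J (0.10, adjusted p = 0.0197) and Cav1-null mice (0.13, adjusted p = 0.038), and none of these 3 calls held with fry. Synaptic signaling genes, a list of 80, rose in all 6 comparisons, by medians from 0.30 in the late phase of C57BL/6J to 1.48 in the early phase of AKR/J. That of C57BL/6J in the late phase did not hold with fry (adjusted p = 0.0835) or without d17 replicate 1 (adjusted p = 0.14).

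**Figure D4:**
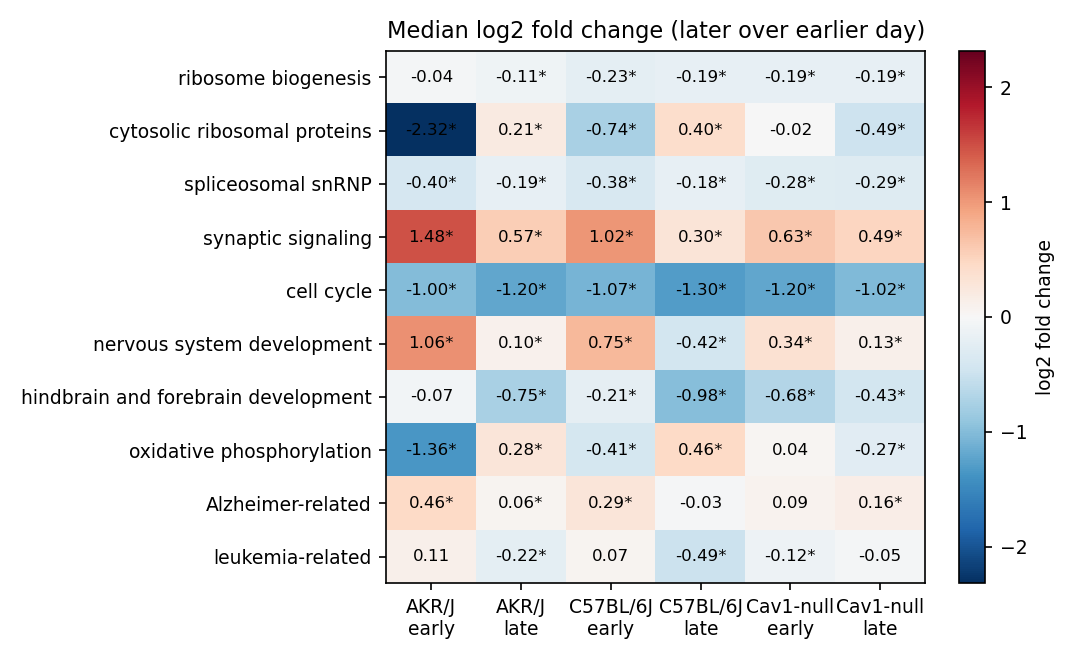
Median log2 fold change (later over earlier day) of the 10 gene lists in the 6 comparisons. Colour and number give the median, and a star marks an adjusted p under 0.05 by camera; synaptic signaling rose and cell cycle fell in all 6.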

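The 118 genes of ribosome biogenesis were lower on d15 than on d12 in C57BL/6J (median log2 fold change -0.23, adjusted p = 3.4e-07 by camera) and in Cav1-null mice (-0.19, adjusted p = 3.47e-07, which did not hold with fry). In AKR/J the median was -0.04 (adjusted p = 0.0661), and it was 0.41 with library sizes alone, where the median of all genes was also higher. Of the members, 26 fell and 6 rose in AKR/J (32 when adjusted over the list alone), and 20 fell and 1 rose in C57BL/6J (24 when adjusted over the list alone). The largest changes were those of Nop10 in AKR/J (-2.31, SE 0.42, adjusted p = 0.00646) and Npm1 in C57BL/6J (-0.92, SE 0.22, adjusted p = 0.0374). The 80 genes of cytosolic ribosomal proteins fell by more, with medians of -2.32 in AKR/J (adjusted p = 7.9e-30) and -0.74 in C57BL/6J (adjusted p = 2.72e-23), against -0.02 in Cav1-null mice (adjusted p = 0.758, and 0.03 with the upper quartile). They took 18.2%, 7.68% and 15.4% of the reads in the 3 AKR/J d12 libraries. Between d15 and d17 these genes rose in AKR/J (0.21) and C57BL/6J (0.40), neither of which held with fry, and fell in Cav1-null mice (-0.49, adjusted p = 2.01e-26). In this late phase the ribosome biogenesis list was lower in all 3 strains by camera. Medians were -0.11 in AKR/J (adjusted p = 0.00347), -0.19 in C57BL/6J (adjusted p = 0.000388) and -0.19 in Cav1-null mice (adjusted p = 1.36e-07). The list of oxidative phosphorylation, with 75 genes, fell in the early phase of AKR/J (-1.36, adjusted p = 0.0652 with fry) and C57BL/6J (-0.41), and had a median of 0.04 in Cav1-null mice (adjusted p = 0.641). Between d15 and d17 they rose in AKR/J (0.28, adjusted p = 0.0835 with fry) and C57BL/6J (0.46, adjusted p = 1.76e-08) and fell in Cav1-null mice (-0.27, adjusted p = 0.0501 with fry). Over all genes, the correlation of log2 fold change with transcript length was 0.352, 0.236 and 0.054 in the early phase of AKR/J, C57BL/6J and Cav1-null mice. In the late phase it was -0.004, -0.124 and 0.173. No list was tested with this trend removed, so the changes of these lists cannot be told apart from it.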

The genes upregulated in the *Cav1*-null and C57BL/6J strains during the early phase of brain development were associated with functions related to brain development such as cell proliferation in the hindbrain, brain development, cell differentiation in the hindbrain, hindbrain development, hindbrain morphogenesis, and forebrain generation of neurons. 

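The list of hindbrain and forebrain development was lower on d15 than on d12 in Cav1-null mice (median log2 fold change -0.68 over 66 genes, adjusted p = 1.79e-09 by camera). In C57BL/6J the median was -0.21 (adjusted p = 0.00228), and without C57BL/6J d12 replicate 2 it was -0.12 (adjusted p = 0.139). AKR/J had a median of -0.07 over 67 genes (adjusted p = 0.259), and 0.33 with library sizes alone. Over all genes, 30 members fell and 1 rose in Cav1-null mice and 15 fell in C57BL/6J, and adjusted over the list alone 36 and 21 were called. The member with the largest change in Cav1-null mice was Wnt3a (-3.28, SE 0.41, adjusted p = 0.00116). The list also fell in the late phase of all 3 strains, by medians of -0.43 to -0.98. Cell cycle genes, a list of 80, fell in all 6 comparisons, by medians down to -1.30, with 68 to 78 members called lower over all genes.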

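The list of spliceosomal snRNP genes was lower on d17 than on d15 in Cav1-null mice (median log2 fold change -0.29 over 69 genes, adjusted p = 1.87e-13 by camera) and in C57BL/6J (-0.18 over 70 genes, adjusted p = 0.00172). In Cav1-null mice 36 members fell over all genes and 39 when adjusted over the list alone, with Snrpg changed most (-1.10, SE 0.1, adjusted p = 5.03e-06). In C57BL/6J 4 members fell over all genes, and none was called when adjusted over the list alone. AKR/J had a median of -0.19 in the late phase (adjusted p = 0.000154). In the early phase the list fell as well, by medians of -0.40, -0.38 and -0.28 in AKR/J, C57BL/6J and Cav1-null mice, of which the first was 0.06 with library sizes alone and the last did not hold with fry.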

The genes upregulated in the same strains during the late phase of brain development were associated with spliceosome functions such as spliceosomal tri-snRNP complex assembly, spliceosomal snRNP assembly, spliceosomal tri-snRNP complex, and spliceosomal snRNP complex. In addition to the GO enrichment analysis, a pathway enrichment analysis showed that specific pathways, including those related to Alzheimer disease, carcinoma, leukemia, and viral and parasitic infections, were significantly enriched by the DE genes (Supplementary Table S5).

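The 58 genes of the Alzheimer-related list rose in the early phase of AKR/J (median log2 fold change 0.46, adjusted p = 0.000252 by camera) and C57BL/6J (0.29, adjusted p = 9.61e-06) and in the late phase of Cav1-null mice (0.16, adjusted p = 3.82e-05). In these 3 comparisons 17, 11 and 26 members rose and 3, 2 and 3 fell, and 25, 21 and 30 were called when adjusted over the list alone. Grin2b changed most in the early phase of AKR/J (3.83, SE 0.37, adjusted p = 0.000957) and Apoe in the late phase of Cav1-null mice (1.54, SE 0.12, adjusted p = 1.5e-06). In the late phase of AKR/J the list also passed (0.06, adjusted p = 0.0353, with 18 members higher and 5 lower), and in that of C57BL/6J it did not (-0.03, and 0.09 with the upper quartile, adjusted p = 0.949). The early phase of Cav1-null mice did not pass with camera (0.09, adjusted p = 0.115), but did with fry (adjusted p = 0.0136). The 80 leukemia-related genes fell in the late phase of AKR/J (-0.22, adjusted p = 3.91e-05) and C57BL/6J (-0.49, adjusted p = 6.29e-08, which did not hold with fry) and in the early phase of Cav1-null mice (-0.13, adjusted p = 0.00419). The early phases of AKR/J (0.11, adjusted p = 0.497) and C57BL/6J (0.07, adjusted p = 0.702) and the late phase of Cav1-null mice (-0.05, adjusted p = 0.113, and 0.0142 with fry) did not pass with camera. In the late phase of AKR/J 27 members fell and 6 rose over all genes, and 39 were called when adjusted over the list alone, among them Flt3 (2.52, SE 0.45, adjusted p = 0.00642).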

### 3.3. Alternative Splice Variants in the Fetal Brain of Short- versus Long-Lived Mice

As alternative splice variants play vital roles during brain development [56], we performed a splice variant analysis in the developing fetal brain of the three mouse strains. A total of 130,424 splice variants were identified in the fetal brain among the three strains (data available in GEO, accession # GSE252079). 

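The splice junctions were listed with the number of reads that span each junction in each of the 27 libraries, without normalization. The authors obtained them by 2-pass STAR mapping, and left out junctions with multi-mapped reads, with overhangs under 20 bp or with under 10 reads in all samples. Each line is a junction in a transcript, and the 130424 lines hold 55670 junctions in 20249 genes and 58937 transcripts. Of the lines, 17608 are repeated in full, and lines of the same junction carry the same reads, so each junction was counted once. The reads on these junctions numbered 2792947 to 4697386 per library. A junction was time-specific to a strain and day when it had at least 10 reads in all 3 libraries of that day and 0 reads in the 6 libraries of the other days of the strain. All 147 junctions of Supplementary Table S6 met this rule. Counts of 0 were not limited to junctions with few reads, since 10.1% of the values were 0 for junctions with a median of 10 to 50 reads and 39.6% for those with a median of at least 1000 reads.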

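The lines came to 6.44 per listed gene, and the distinct junctions to 3.19 per gene, where a junction listed with several genes counts for each of them. Of the 55670 junctions, 13002 had at least 10 reads in every library, and 14.6% of all values were 0.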

Based on the total number of the known protein-coding genes (n = 21,684) in the mouse genome, this accounted for an average of six splice variants per gene in the fetal brain. Specific splice variants (n = 378) were identified in the fetal brain in a developmental time-specific manner (Supplementary Table S6), the majority (46%, n = 174) of which were observed in the AKR/J strain on d12. 

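Over the 3 strains, 152 time-specific junctions were found in 139 genes, with each junction taken for a single gene, 90 on d12, 17 on d15 and 45 on d17. AKR/J had 54, 3 and 12 on the 3 days, C57BL/6J 23, 7 and 25, and Cav1-null mice 13, 7 and 8. Counted as lines, as in Supplementary Table S6, they were 270, 28 and 96, of which 174 belonged to AKR/J on d12. Among the 84 choices of 3 of the 9 libraries of AKR/J, d12 had the most such junctions (exact one-sided p = 0.0119), and the most in any choice that mixed days was 31. In C57BL/6J, d17 ranked 2 (exact p = 0.0238) and d12 ranked 4 (exact p = 0.0476), below a mixed choice with 32. Cav1-null mice had d12 at rank 6 (exact p = 0.0714). The junction of AKR/J d12 with the highest mean reads was that of Cfl1 (chromosome 19, 5543260 to 5543408), with 2183 to 4463 reads in the 3 libraries. Fau (chromosome 19, 6108356 to 6108457) was highest in C57BL/6J on d12, with a mean of 4483.7 reads, and in Cav1-null mice on d15, with 5701.7. The highest in the other groups were Tank (AKR/J d15), Rpl29 (AKR/J d17), Phb2 (C57BL/6J d15), Lmnb1 (C57BL/6J d17), Mllt3 (Cav1-null d12) and Mdh2 (Cav1-null d17), with mean reads from 60 to 2447.3. For 147 of the 152, the reads of the gene on the other days predicted a total of at least 20 reads where 0 were listed, and 149 had reads in another strain. The counts rose most, to 616, 200 and 514 on the 3 days, when under 10 reads in place of 0 were allowed on the other days. They fell to 9, 0 and 2 without junctions that had 0 reads in one library and at least 20 in another library of the same strain and day. Leaving out AKR/J d12 replicate 2 raised the d12 count to 210. The d15 count was 42 without Cav1-null d15 replicate 2, and the d17 count 102 without C57BL/6J d17 replicate 1.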

Besides these time-specific (S) splice variants, we also observed common splice variants at more than one time point, referred to as non-specific (NS) splice variants (Figure 5A). The heatmap in Figure 5A shows the number of known or novel splice variants that are either specific (S) or non-specific (NS) to the developmental times of the fetal brain. 

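Junctions with at least 10 reads in all 3 libraries of a strain and day numbered from 22869 in AKR/J on d12 to 30828 in C57BL/6J on d15. Of these, 20859 and 28428 met the same rule on more than 1 day of the strain, and 20798 and 28292 of them are annotated. Of all junctions, 53670 are annotated.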

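Among all junctions, 27598 (49.6%) carry the motif GT/AG and 27300 (49.0%) the motif CT/AC. CT/AC is GT/AG read on the other strand, and 92.5% of the CT/AC junctions lie in a gene on the minus strand. Of the 147 distinct time-specific junctions, some of which were found in more than 1 strain, 86 (58.5%) were GT/AG and 57 (38.8%) CT/AC.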

Figure 5B shows the number of the two most abundant motif sequences of the splice junction sites (GT/AG and CT/AC) [57] associated with the S and NS splice variants. The S variants were significantly reduced on d15 compared to d12 or d17 (Figure 6). 

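The total of d15 was lower than that of d12 (exact binomial test, p = 3.51e-13) and that of d17 (exact binomial test, p = 0.000497), with each junction counted once. The distribution over the 3 strains differed between d12 and d15 (chi-square 11.53, df = 2, p = 0.00314), but not between d15 and d17 (chi-square 3.7, p = 0.157). Between d12 and d17, chi-square was 14.63 (p = 0.000667). Junctions are not independent of each other, and within each strain the 3, 7 and 7 junctions of d15 lay at or below the medians of 5, 8 and 7 among choices of libraries that mix days, but were not among the lowest of the 84 choices (exact one-sided p = 0.25, 0.452 and 0.524). With 2 of the 3 libraries of the day needed in place of all 3, the chi-square between d15 and d17 was 20.76 (p = 3.11e-05). From the greater number of time-specific variants and of DE genes in AKR/J, the paper proposes a role of splice variants in the regulation of their genes in the fetal brain.

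**Figure D5:**
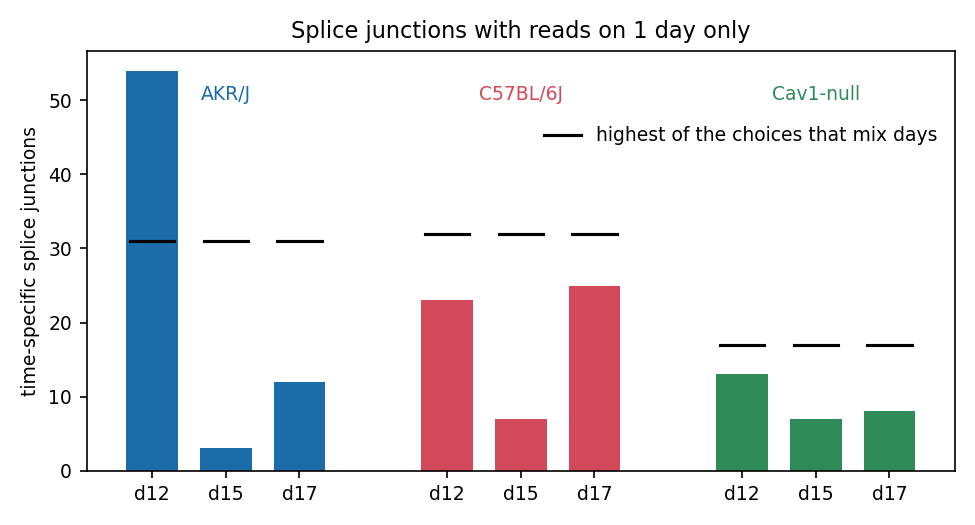
Number of time-specific splice junctions in each strain and day. Bars give junctions counted once, and lines the highest count among choices of 3 libraries of the strain that mix days, which only AKR/J on d12 exceeds.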

The GO enrichment analysis showed that the genes associated with the splice variants were significantly associated with functions related to the cell cycle and its regulation, DNA damage and repair, chromosome segregation, spindle organization, and the regulation of cytokinesis (Supplementary Table S7).

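Of 16353 genes with a junction at 10 reads or more in all 3 libraries of some strain and day, 169 had a time-specific junction, where a junction listed with several genes counts for each of them. The fixed list of cell cycle genes had 2 of its 73 genes among them, Aurka and Tyms (odds ratio 2.72, Fisher's exact test, p = 0.174, adjusted p = 0.435 over 10 lists). Synaptic signaling had 4 of 61, Camk2b, Dlg4, Erc2 and Slc17a6 (Fisher's exact test, adjusted p = 0.0192), and nervous system development 4 of 62, Ank3, Chl1, Foxp1 and Mef2c (adjusted p = 0.0192). Cytosolic ribosomal proteins had 3 of 57 (Fisher's exact test, adjusted p = 0.0703), and the other 6 lists had none. Each gene counts once in these tests, while a gene with more junctions has more chances of a time-specific one. The number of junctions per gene was not taken into account, so a link with function is left open. The genes named here were chosen after their values were seen. Lists for DNA repair, chromosome segregation and spindle organization were not analysed here.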

### 3.4. DNA Methylation Changes in the Fetal Brain between Strains

Next, we asked if DNA methylation occurred differentially in the fetal brain between the short- and long-lived mice. To test this hypothesis, we profiled the methylation level of the CpG sites (n = 2045) associated with the mouse epigenetic clock [48,58] in the d15 fetal brains of the AKR/J, C57BL/6J, and *Cav1*-null mice. The methylation data are provided in Supplementary Table S8. Our data analysis identified a total of 594 CpG sites that were significantly differentially methylated in the fetal brain between the strains (Figure 7). Each dot in the Manhattan plots shown in Figure 7 represents a CpG methylation, and those located outside of the vertical line represented the DM sites that significantly (*p*-value < 0.05) differed in the methylation level between the strains. A relatively greater number of DM sites were identified between AKR/J and C57BL/6J compared to those between *Cav1*-null and C57BL/6J mice (Figure 8A). A total of 24 sites were commonly altered in the fetal brain among all three strains. The DM sites were associated with different genes (Figure 8B). We investigated the relationships between methylation changes and expression changes in the associated genes among the three strains. The cophenetic correlation measure was determined [52] from the hierarchical cluster patterns of the methylation and gene expression data. The analysis showed that the changes in the methylation level were correlated among each other in a differential manner in the short- versus long-lived mice (0.96 for C57BL/6J vs. *Cav1*-null, and 0.89 for C57BL/6J vs. AKR/J) (Figure 9A). But the expression changes of the genes associated with these methylations showed a reduced level of correlation between the strains. The correlations were 0.64 for C57BL/6J vs. *Cav1*-null and 0.66 for C57BL/6J vs. AKR/J mice (Figure 9B).

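For the expression values, 201 of the 212 genes named with the methylation sites that are listed in Supplementary Table S8 and have reads were clustered in the 3 d15 libraries of each strain. Genes were clustered on log2(CPM + 1) with Euclidean distance and complete linkage, since the paper's text does not name the linkage or the scale. The cophenetic correlation was 0.682 for C57BL/6J and Cav1-null mice (0.612 to 0.719 with 1 library left out), 0.736 for C57BL/6J and AKR/J (0.611 to 0.815) and 0.716 for AKR/J and Cav1-null mice (0.676 to 0.874). The ranges of the 3 pairs overlap, so the order of the pairs was not larger than the spread between libraries. It moved most with the 148 genes that had a mean of at least 1 CPM, to 0.521, 0.522 and 0.555.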

### 3.5. Influence of Genetic Variation on the Regulation of Fetal Brain Development

We further investigated if the epigenetic variation of the fetal brain was associated with the known genetic polymorphisms between the AKR/J and C57BL/6J mice. To test this hypothesis, we analyzed the SNP data annotated in the AKR/J mice relative to the C57BL/6J strain from the Mouse Genomes Project [53]. In this analysis (see Methods for details), we determined the significance of associations between methylation variation and genetic variations (SNPs) in the fetal brain. The results of this analysis showed a non-random association between genetic variation and the observed epigenetic variations in the fetal brain (Table 1). A significant association was observed between the DM and SNP pairs when they were localized within a 1 kb distance from one another. Methylations that were further away (>1 kb) from the SNPs did not show this association (Table 1). The list of SNPs found in close proximity (within 1 kb) with the differential methylations in the fetal brain is provided in Supplementary Table S9. A representative genome browser view (IGV: Integrative Genomics Viewer) showing the co-localization SNP and methylation sites is shown in the Supplementary Figure S2. These genetic–epigenetic associations were identified in specific genes such as *C1qtnf1*, *Cadm1*, *Gas7*, *Gga1*, *Gm2093, Il17rd*, *Lncppara*, *Map10*, *Mpp5*, *Rbpms2*, *Rusc2*, *Sh3pxd2a*, *Zfhx3*, and *Zscan2*, which are known to be methylated in an age-correlated manner in mice [48,58].

## 4. Discussion

This study was initiated by investigating the genetic regulation of fetal brain development in short- and long-lived mice. The median number of days during which AKR/J mice can survive varies from 251 to 288 days, while that of C57BL/6J mice varies from 866 to 901 days [23]. On the other hand, the ablation of *Cav1* causes a nearly 50% reduced longevity in mice. These short-lived (AKR/J or *Cav1*-null) mice show pathological conditions later in life, unlike the C57BL/6J mice. The AKR/J mice develop leukemia [20], while the *Cav1*-null mice show neurodegeneration and premature aging in an early adult life [32]. Though both the AKR/J and *Cav1*-null strains show reduced longevity relative to the C57BL/6J strain, the genetic makeups of these two strains differ from one another. *Cav1*-null mice are congenic to the C57BL/6J strain. These mice were generated by breeding the *Cav1^tm1Mls^*/J (donor) mice with the C57BL/6J (receiver) strain and then through repeated backcrossing the F1s to the C57BL6/J strain. On the other hand, AKR/J and C57BL/6J are inbred strains. Genome sequencing showed extensive genetic variations in AKR/J [53] relative to the C57BL/6J strain. However, in both AKR/J and *Cav1*-null mice, we observed a greater number of genes being differentially expressed during the early phase (d12 to d15) compared to the late phase (d15 to d17). In contrast, a greater number of genes were differentially regulated in the fetal brain of C57BL/6J mice compared to AKR/J and *Cav1*-null mice during the late phase of brain development (Figure 2).

A common theme emerged from the GO enrichment analysis, which showed that genes related to specific developmental and aging processes were differentially regulated in the fetal brain (Supplementary Table S4). We observed that genes significantly enriched with ribosome biogenesis were commonly upregulated during the early phase but not during the late phase of brain development both in AKR/J and C57BL/6J. When we compared the genes commonly upregulated in the brains of *Cav1*-null and C57BL/6J mice, a different pattern emerged. In this case, the genes related to developmental processes were upregulated in both strains during the early phase whereas the genes related to the regulation of alternative splicing were upregulated during the late phase of brain development. These results suggested that the genes related to a combination of developmental and aging processes and the regulation of alternative splicing processes were tightly controlled during fetal brain development. While AKR/J mice show the ecotropic expression of endogenous retroviral genes (AK virus) [59], *Cav1*-null mice show metabolic and cellular abnormalities in the fetal brain [27]. Despite these developmental abnormalities, *Cav1*-null mice are not embryonic-lethal, suggesting that these mice might have developed adaptive mechanisms to counter these early-life developmental abnormalities.

We observed a significant enrichment of ribosome biogenesis and spliceosomal functions that were activated only in the fetal brain of the short-lived mice. Ribosome biogenesis is a well-known pathway that regulates longevity [10]. Similarly, spliceosomes also play a key role in producing the alternative splicing of genes associated with aging and longevity [60]. Furthermore, our pathway enrichment analysis (Supplementary Table S5) showed that the pathways related to leukemia and Alzheimer disease were significantly enriched by genes differentially expressed in the fetal brain of the short-lived mice (Supplementary Table S5), suggesting that these pathways were regulated in the developing brain of the AKR/J and *Cav1*-null mice which show leukemia and Alzheimer disease, respectively, later in life.

The results of the present study showed that alternative splice variants played a role in the regulation of fetal brain development. The S variants (developmental time-specific splice variants) were significantly reduced in their number on d15 compared to those either on d12 or d17. The AKR/J mice showed the greatest number of S variants in the fetal brain compared to those in either the C57BL/6J or *Cav1*-null mice on d12. The greatest number of DE genes was also observed in the AKR/J mice at this time point, suggesting a role of splice variants in the differential regulation of cognate genes in the fetal brain, supporting the role of splice variants in the regulation of gene expression [61]. We further observed that the genes associated with alternative splicing in the fetal brain were significantly enriched with processes such as DNA repair, recombinational repair, double-strand break repair via homologous recombination, chromosome segregation, and spindle organization (Supplementary Table S7). These functions are related to adaptive responses to aging and disease-related stress conditions [62,63,64].

The key finding of this study is that differential gene expression in the fetal brain is epigenetically regulated. DNA methylation in the fetal brain showed a relatively reduced similarity in the cluster patterns between the AKR/J and *Cav1*-null strains compared to that between the *Cav1*-null and C57BL/6J or AKR/J and C57BL/6J mice. However, the gene expression pattern showed an opposite pattern. These opposite relationships between gene expression and DNA methylation changes were consistent with known effects of DNA methylation on gene expression [65], which were also evident in our data (Figure 9). The results of this study further showed evidence for a non-random association between genetic variations with the observed epigenetic variations in the fetal brain. We identified DM sites that were enriched within 1 kb of SNPs identified in AKR/J compared to the C57BL/6J strain. These methylations were associated with the genes that regulated the epigenetic clock of aging in mice, supporting the idea that brain development and longevity are epigenetically linked [2,46,66,67].

The connection between brain development and longevity may be linked to energy consumption by the brain during fetal development [68]. An earlier study suggested that reproduction and life-span are associated with common regulatory processes that center around nutrient utilization and signaling [19]. During reproduction, more than 20% of the available energy is used by the brain alone, while this organ represents only ~2% of the total body mass [69]. In fact, the fetal brain consumes an amount of energy that is equivalent to the energy consumed by the adult brain [70]. Due to the large allocation of maternal energy to the developing brain which is supplied to the fetus via the placenta, the regulation of placental functions and brain development are intricately related [71]. Influences of the placenta on the development of the fetal brain are well documented [37,72,73,74,75]. The regulation of the fetal brain and placental axis is vulnerable to maternal nutrition during pregnancy [76,77,78]. The epigenome of the placenta influences fetal programming for brain aging in mice [45,46]. Recently, we showed that the conditional knockout of the RE1 silencing transcription factor (REST), a regulator of neurogenesis and longevity, in the placenta significantly altered gene expression of the offspring brain in adult life [45]. REST plays key roles to control the maintenance of pluripotency and the self-renewal of stem cells in the developing fetus [79] and regulates processes associated with longevity [80], suggesting that REST can be a potential regulator of functional links between fetal brain development and longevity.

The present study also has certain limitations. This study does not address how placental development and/or function are regulated in short-lived mice compared to long-lived mice. It also does not address if the genetic and epigenetic association is transgenerational and if epigenetic inheritance can be a driving force for the evolution of differential longevities between strains [81]. It is also unknown if energy allocation by the placenta plays a role in the trade-off between early-life development and longevity [82]. These are important issues regarding the ongoing efforts by different biotech companies that are leveraging placenta-derived mesenchymal stem cell therapy to develop anti-aging intervention treatments to extend human longevity [83,84,85].

Despite these limitations, the findings of the present study have significant broader implications. Our study suggests a role of epigenetic alteration in SNP loci in the fetal brain of mice that develop leukemia later in life. Epigenetics plays a significant role in the regulation of the programmed senescence of cells [86]. In humans, programmed cellular senescence contributes to neurodegeneration and debilitating brain diseases [87]. The association between leukemia and cognitive aging is also a major health issue among people living with blood cancer [88]. A cross-sectional study has shown a functional decline in cognition among people with chronic lymphatic leukemia [89]. Though correspondences in DNA methylation between the blood and the brain are well documented [90,91,92,93,94,95], whether leukemia and brain aging are epigenetically linked to blood DNA and the programmed senescence of brain cells begs further investigation. Besides DNA methylation, our findings also suggest that alternative splicing plays a role in the differential regulation of brain development between short- and long-lived mice. While alternative splicing is well documented in the aging brain [96,97,98], our data suggest that the alternative splicing of brain genes may influence the molecular links between early development and aging. In conclusion, the findings of this study collectively suggest that molecular changes, including epigenetic alterations, in the developing fetal brain are functionally linked to the variation in longevity in mice.

## Figures and Tables

**Figure 1:**
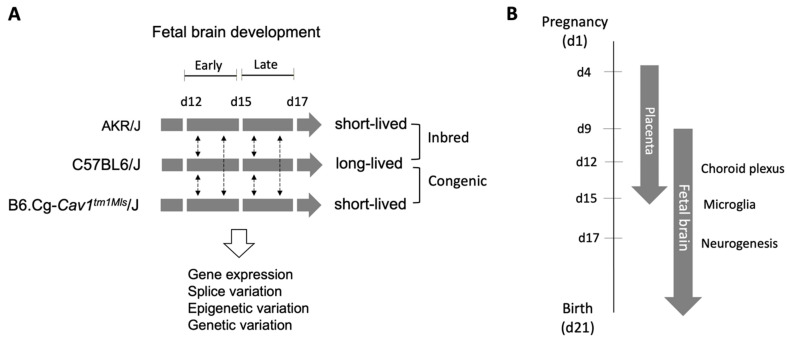
Overview of the study. (**A**). The regulation of fetal brain development was studied in three mice strains on different gestational days (d12, d15, and d17). These mice strains differ in longevity. C57BL/6J and B6.Cg-*Cav1^tm1Mls^*/J (*Cav1*-null) are congenic strains, whereas AKR/J and C57BL/6J are inbred strains. Gene expression changes were investigated in each strain as the brain developed from d12 to d15 (early phase) and from d15 to d17 (late phase), and the differentially expressed genes were compared between strains (dotted vertical arrows). Integrative analyses of gene expression, splice variation, DNA methylation, and genetic variation were performed. (**B**). Key developmental milestones of the fetal brain on d12, d15, and d17 of mouse gestation. The placental development timelines relative to that of fetal brain development are indicated.

**Figure 2:**
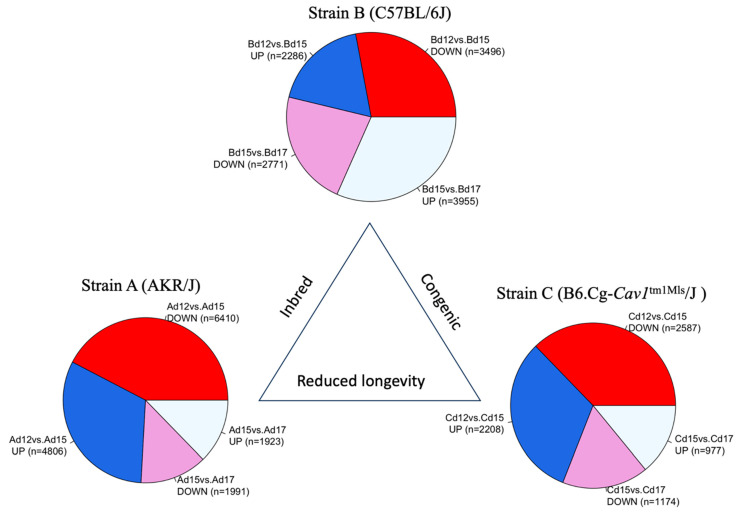
Pie charts show the total number of genes (in parenthesis) that were significantly upregulated (UP) or downregulated (DOWN) between the developmental time points (d12, d15, or d17) in each strain. The strains are shown as A for AKR/J, B for C57BL/6J, and C for B6.Cg-*Cav1^tm1Mls^*/J (*Cav1*-null).

**Figure 3:**
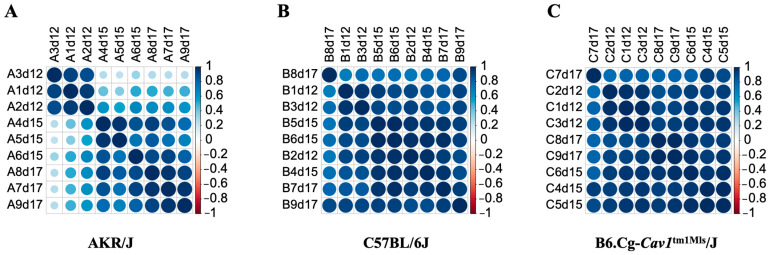
Correlation patterns of gene expression between the developmental times of the fetal brain of strains AKR/J (**A**), C57BL/6J (**B**), and B6.Cg-*Cav1^tm1Mls^*/J (**C**). The scale to the right of each plot shows the color codes for the positive and negative correlations.

**Figure 4:**
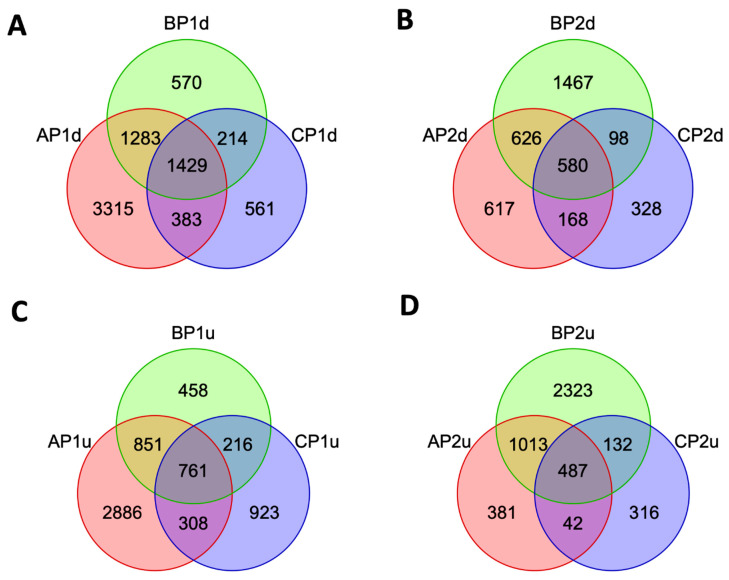
Venn diagrams showing the number of genes significantly downregulated (d) or upregulated (u) during fetal brain development. The strains are shown as A for AKR/J, B for C57BL/6J, and C for B6.Cg-*Cav1^tm1Mls^*/J (*Cav1*-null). The downregulated genes are shown in (**A**,**B**). The upregulated genes are shown in (**C**,**D**). P1 represents the early phase (from d12 to d15) and P2 represents the late phase (from d15 to d17) of brain development.

**Figure 5:**
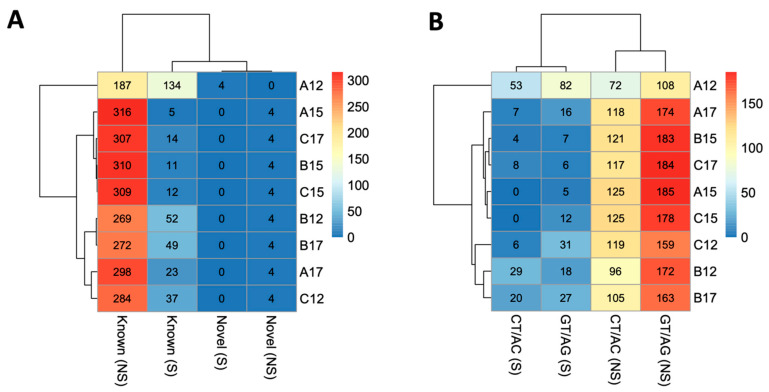
(**A**). Heatmap showing variations in the number of known or novel splice variants in the fetal brain of the three mouse strains at different development stages. (**B**). Heatmap showing variations in the number of the most abundant junction motifs (GT/AG and CT/AC) associated with the splice variants in the fetal brain. In both plots, the mouse strains are shown as A for AKR/J, B for C57BL/6J, and C for B6.Cg-*Cav1^tm1Mls^*/J (*Cav1*-null), and the developmental time points are shown as 12, 15, or 17 gestational days. The time-specific splice sites are shown as S in the parentheses. The non-specific splice sites are shown as NS. The scale on the right shows the color codes for the number of splice variants.

**Figure 6:**
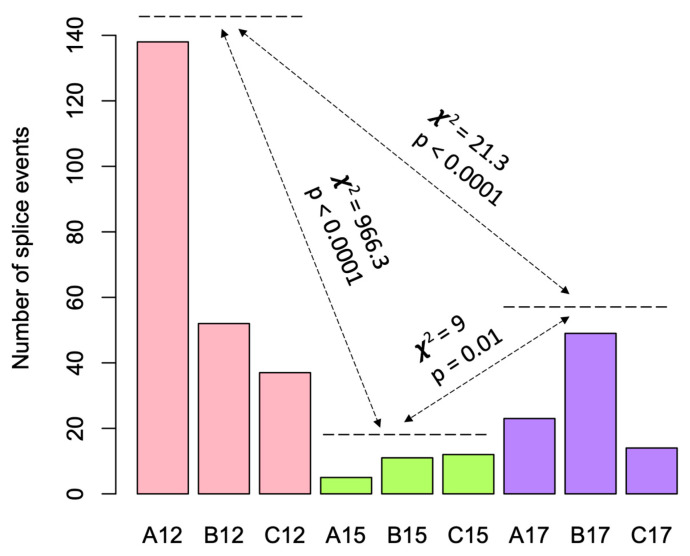
A significantly greater number of splice variants in the fetal brain at either the early (d12) or late (d17) time points compared to the mid (d15) time point. The bar plot shows the number of splice variants that were identified in each strain in a developmental time-specific manner. The strains are shown as A for AKR/J, B for C57BL/6J, and C for B6.Cg-*Cav1^tm1Mls^*/J (*Cav1*-null), and the developmental time points are shown as 12, 15, or 17 gestational days. On d15, the fetal brain showed fewer splice variants compared to either d12 or d17 across the three strains. The Chi-Square and *p*-values are shown for d12 vs. d15 and d15 vs. d17 comparisons for the number of splice variants.

**Figure 7:**
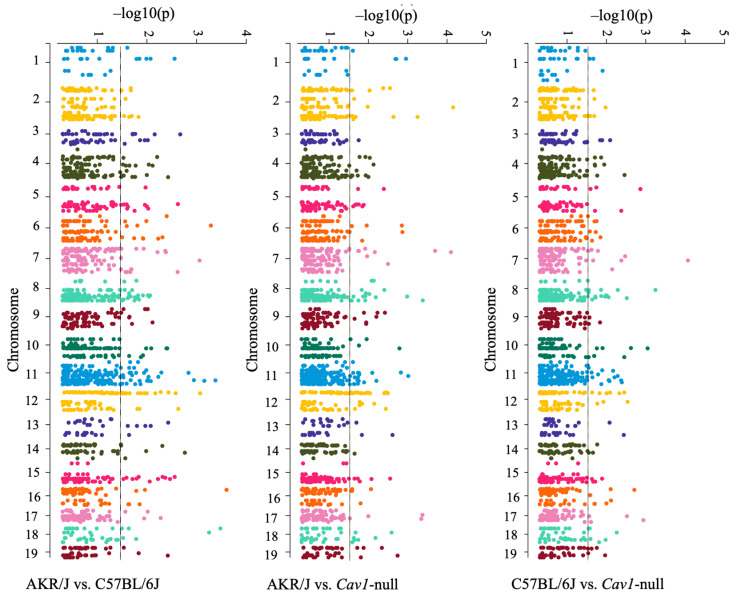
Manhattan plots showing the chromosome-level distribution of the CpG sites differentially methylated in the d15 fetal brain between the strains. The strains compared are shown below the plots. Each dot represents a methylation site. The dots are color-coded based on the chromosomes. The vertical lines show the significance level of the *p*-value (<0.05). Dots to the right of these lines are significantly different in the methylation level between the strains.

**Figure 8:**
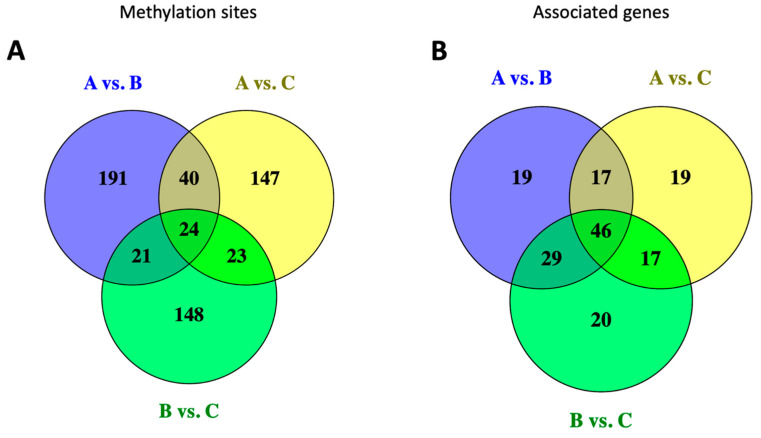
Venn diagrams showing the number of differentially methylated sites in the d15 fetal brain between the strains. (**A**). Number of methylation sites. (**B**). Number of genes associated with these methylations. The strains are shown as A for AKR/J, B for C57BL/6J, and C for B6.Cg-*Cav1^tm1Mls^*/J (*Cav1*-null).

**Figure 9:**
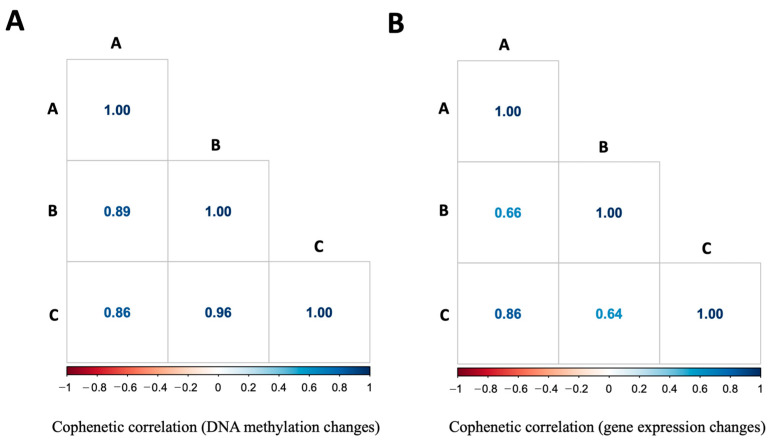
Comparison of the cophenetic correlations of methylation changes (**A**) and gene expression changes (**B**) in the d15 fetal brain among the three strains. The strains are shown as A for AKR/J, B for C57BL/6J, and C for B6.Cg-*Cav1^tm1Mls^*/J (*Cav1*-null). The scales below the plots show the correlation levels.

**Table 1:** Significance of the association between the number of SNP and DM sites identified in each SNP-DM distance bin.

SNP-DM Distance Bins	SNP Count (Within Bin)	DM Count (Within Bin)	SNP Count (Not in the Bin)	DM Count (Not in the Bin)	Odds Ratio	*p*-Value
0–0.1 kb	38	170	277	1787	1.4418	0.03737
0.1–1 kb	62	302	254	1655	1.3375	0.03802
1–5 kb	55	357	252	1600	0.9782	0.58150
5–10 kb	23	162	282	1795	0.9038	0.70291
10–50 kb	87	609	217	1348	0.8875	0.82764
50–100 kb	27	177	276	1780	0.9838	0.56439
100–200 kb	20	144	283	1813	0.8898	0.71749
200–400 kb	4	20	299	1937	1.2955	0.40478
400–800 kb	2	11	301	1946	1.1754	0.53688
800–1000 kb	1	5	302	1952	1.2926	0.57884

## Data Availability

All the raw and processed data from the RNA-seq analysis were submitted to the GEO database under accession number GSE252079. The methylation data are provided as a Supplemental File alongside this paper.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/genes15050604/s1; Table S1: Gene expression data (read counts) of fetal brain samples of the three strains. The Ensembl ID of genes are listed. The strains are abbreviated as A for AKR/J, B for C57BL/6J and C for B6.Cg-*Cav1tm1Mls*/J, Table S2: Differential gene expression analysis results. The abbreviations used are logFC: log fold changes of gene expression, logCPM: log counts per million of reads; LR: likelihood ratio; *p* Value: raw *p*-value; Table S3: The top three GO terms associated with each gene group, Table S4: List of all the GO terms of biological, molecular and cellular functions significantly over-represented with each gene group, Table S5: Significant enrichment of pathways by the DE gene groups, Table S6: List of splice variants produced in the fetal brain at specific developmental time points in the mouse strains. The number of the mapped reads to the splice junction sites in each sample is shown. If a junction site is novel, it is indicated so. The motif types of the junction sites are also shown. The strains are abbreviated as A for AKR/J, B for C57BL/6J and C for B6.Cg-*Cav1tm1Mls*/J (*Cav1*-null). The gestation days of brain samples are shown d12, d15 and d17, Table S7: List of GO terms associated with the alternative spliced genes in the fetal brain, Table S8: List of methylation sites and the beta-values of methylation level in the d15 fetal brain (in two replicates) of the strains A (AKR/J), B (C57BL/6J) and C (*Cav1*-null), Table S9: The list of SNPs found in close proximity (within 1 kb) with the CpG sites differentially methylated in d15 fetal brain between the strains, Figure S1: Volcano plots showing significantly upregulated genes (orange) or downregulated genes (green) between developmental times in each strain. The title on the top of each plot shows the time points (d12, d15 or d17) in the strain (A for AKR/J, B for C57BL/6J and C for B6.Cg-*Cav1tm1Mls*/J (*Cav1*-null) mice. The *x*-axis represents the fold changes in gene expression in log scale, and *y*-axis represent the significance of differential expression (false discovery rate) in log scale, Figure S2: Genome browser view of SNPs identified in close proximity (<100 bp) of CpG sites differentially methylated between the strains. The strains are shown as A for AKR/J, B for C57BL/6J and C for B6.Cg-*Cav1tm1Mls*/J (*Cav1*-null). The methylation positions are shown as chromosome coordinate below the genes. The SNP IDs are shown below the methylation sites. The strains compared are shown on the left of the plots.

## References

[1] Dalgaard C.-J., Hansen C.W., Strulik H. (2021). Fetal Origins-A Life Cycle Model of Health and Aging from Conception to Death. Health Econ..

[2] Hadad N., Masser D.R., Blanco-Berdugo L., Stanford D.R., Freeman W.M. (2019). Early-Life DNA Methylation Profiles Are Indicative of Age-Related Transcriptome Changes. Epigenetics Chromatin.

[3] Tamnes C.K., Walhovd K.B., Dale A.M., Østby Y., Grydeland H., Richardson G., Westlye L.T., Roddey J.C., Hagler D.J., Due-Tønnessen P. (2013). Brain Development and Aging: Overlapping and Unique Patterns of Change. Neuroimage.

[4] Vaiserman A. (2019). Early Life Origins of Ageing and Longevity.

[5] Marchionni S., Sell C., Lorenzini A. (2020). Development and Longevity: Cellular and Molecular Determinants—A Mini-Review. Gerontology.

[6] Dilman V.M. (1971). Age-Associated Elevation of Hypothalamic, Threshold to Feedback Control, and Its Role in Development, Ageine, and Disease. Lancet.

[7] Feltes B.C., de Faria Poloni J., Bonatto D. (2015). Development and Aging: Two Opposite but Complementary Phenomena. Interdiscip. Top. Gerontol..

[8] de Magalhães J.P., Church G.M. (2005). Genomes Optimize Reproduction: Aging as a Consequence of the Developmental Program. Physiology.

[9] Bartke A. (2015). Early Life Events Can Shape Aging and Longevity. Curr. Aging Sci..

[10] MacInnes A.W. (2016). The Role of the Ribosome in the Regulation of Longevity and Lifespan Extension. Wiley Interdiscip. Rev. RNA.

[11] Pitale S., Sahasrabuddhe A. (2011). Fetal Origin of Vascular Aging. Indian. J. Endocrinol. Metab..

[12] Cheatham C.L. (2019). Nutritional Factors in Fetal and Infant Brain Development. Ann. Nutr. Metab..

[13] Steiner P. (2019). Brain Fuel Utilization in the Developing Brain. Ann. Nutr. Metab..

[14] Aguilaniu H. (2015). The Mysterious Relationship between Reproduction and Longevity. Worm.

[15] Antebi A. (2013). Regulation of Longevity by the Reproductive System. Exp. Gerontol..

[16] Barker D.J.P., Osmond C., Thornburg K.L., Kajantie E., Eriksson J.G. (2011). The Lifespan of Men and the Shape of Their Placental Surface at Birth. Placenta.

[17] Templeman N.M., Murphy C.T. (2018). Regulation of Reproduction and Longevity by Nutrient-Sensing Pathways. J. Cell Biol..

[18] Mitchell S.J., Scheibye-Knudsen M., Longo D.L., de Cabo R. (2015). Animal Models of Aging Research: Implications for Human Aging and Age-Related Diseases. Annu. Rev. Anim. Biosci..

[19] Phillips N.L.H., Roth T.L. (2019). Animal Models and Their Contribution to Our Understanding of the Relationship Between Environments, Epigenetic Modifications, and Behavior. Genes.

[20] Herr W., Gilbert W. (1982). Germ-Line MuLV Reintegrations in AKR/J Mice. Nature.

[21] Hays E.F., Beck W.S. (1958). The Development of Leukemia and Other Neoplasms in Mice Receiving Cell-Free Extracts from a High-Leukemia (AKR) Strain. Cancer Res..

[22] Langlois M.-A., Kemmerich K., Rada C., Neuberger M.S. (2009). The AKV Murine Leukemia Virus Is Restricted and Hypermutated by Mouse APOBEC3. J. Virol..

[23] Yuan R., Tsaih S.-W., Petkova S.B., de Evsikova C.M., Xing S., Marion M.A., Bogue M.A., Mills K.D., Peters L.L., Bult C.J. (2009). Aging in Inbred Strains of Mice: Study Design and Interim Report on Median Lifespans and Circulating IGF1 Levels. Aging Cell.

[24] Folgueras A.R., Freitas-Rodríguez S., Velasco G., López-Otín C. (2018). Mouse Models to Disentangle the Hallmarks of Human Aging. Circ. Res..

[25] Chang S.-H., Feng D., Nagy J.A., Sciuto T.E., Dvorak A.M., Dvorak H.F. (2009). Vascular Permeability and Pathological Angiogenesis in Caveolin-1-Null Mice. Am. J. Pathol..

[26] Frank P.G., Woodman S.E., Park D.S., Lisanti M.P. (2003). Caveolin, Caveolae, and Endothelial Cell Function. Arterioscler. Thromb. Vasc. Biol..

[27] Islam M., Behura S.K. (2023). Role of Caveolin-1 in Metabolic Programming of Fetal Brain. iScience.

[28] Park D.S., Cohen A.W., Frank P.G., Razani B., Lee H., Williams T.M., Chandra M., Shirani J., De Souza A.P., Tang B. (2003). Caveolin-1 Null (−/−) Mice Show Dramatic Reductions in Life Span. Biochemistry.

[29] Razani B., Engelman J.A., Wang X.B., Schubert W., Zhang X.L., Marks C.B., Macaluso F., Russell R.G., Li M., Pestell R.G. (2001). Caveolin-1 Null Mice Are Viable but Show Evidence of Hyperproliferative and Vascular Abnormalities. J. Biol. Chem..

[30] Head B.P., Peart J.N., Panneerselvam M., Yokoyama T., Pearn M.L., Niesman I.R., Bonds J.A., Schilling J.M., Miyanohara A., Headrick J. (2010). Loss of Caveolin-1 Accelerates Neurodegeneration and Aging. PLoS ONE.

[31] Hattori C., Asai M., Onishi H., Sasagawa N., Hashimoto Y., Saido T.C., Maruyama K., Mizutani S., Ishiura S. (2006). BACE1 Interacts with Lipid Raft Proteins. J. Neurosci. Res..

[32] Wang F., Cao Y., Ma L., Pei H., Rausch W.D., Li H. (2018). Dysfunction of Cerebrovascular Endothelial Cells: Prelude to Vascular Dementia. Front. Aging Neurosci..

[33] Zou H., Stoppani E., Volonte D., Galbiati F. (2011). Caveolin-1, Cellular Senescence and Age-Related Diseases. Mech. Ageing Dev..

[34] Greene N.D.E., Copp A.J. (2014). Neural Tube Defects. Annu. Rev. Neurosci..

[35] Chen V.S., Morrison J.P., Southwell M.F., Foley J.F., Bolon B., Elmore S.A. (2017). Histology Atlas of the Developing Prenatal and Postnatal Mouse Central Nervous System, with Emphasis on Prenatal Days E7.5 to E18.5. Toxicol. Pathol..

[36] Reemst K., Noctor S.C., Lucassen P.J., Hol E.M. (2016). The Indispensable Roles of Microglia and Astrocytes during Brain Development. Front. Hum. Neurosci..

[37] Behura S.K., Dhakal P., Kelleher A.M., Balboula A., Patterson A., Spencer T.E. (2019). The Brain-Placental Axis: Therapeutic and Pharmacological Relevancy to Pregnancy. Pharmacol. Res..

[38] Broad K.D., Keverne E.B. (2011). Placental Protection of the Fetal Brain during Short-Term Food Deprivation. Proc. Natl. Acad. Sci. USA.

[39] Woods L., Perez-Garcia V., Hemberger M. (2018). Regulation of Placental Development and Its Impact on Fetal Growth—New Insights From Mouse Models. Front. Endocrinol..

[40] Watson E.D., Cross J.C. (2005). Development of Structures and Transport Functions in the Mouse Placenta. Physiology.

[41] Conesa A., Madrigal P., Tarazona S., Gomez-Cabrero D., Cervera A., McPherson A., Szcześniak M.W., Gaffney D.J., Elo L.L., Zhang X. (2016). A Survey of Best Practices for RNA-Seq Data Analysis. Genome Biol..

[42] Chen S., Zhou Y., Chen Y., Gu J. (2018). Fastp: An Ultra-Fast All-in-One FASTQ Preprocessor. Bioinformatics.

[43] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast Universal RNA-Seq Aligner. Bioinformatics.

[44] Robinson M.D., McCarthy D.J., Smyth G.K. (2010). edgeR: A Bioconductor Package for Differential Expression Analysis of Digital Gene Expression Data. Bioinformatics.

[45] Islam M., Samal A., Davis D.J., Behura S.K. (2024). Ablation of Placental REST Deregulates Fetal Brain Metabolism and Impacts Gene Expression of the Offspring Brain at the Postnatal and Adult Stages. FASEB J..

[46] Islam M., Strawn M., Behura S.K. (2022). Fetal Origin of Sex-Bias Brain Aging. FASEB J..

[47] Quinlan A.R., Hall I.M. (2010). BEDTools: A Flexible Suite of Utilities for Comparing Genomic Features. Bioinformatics.

[48] Stubbs T.M., Bonder M.J., Stark A.-K., Krueger F., von Meyenn F., Stegle O., Reik W., BI Ageing Clock Team (2017). Multi-Tissue DNA Methylation Age Predictor in Mouse. Genome Biol..

[49] Krueger F., Andrews S.R. (2011). Bismark: A Flexible Aligner and Methylation Caller for Bisulfite-Seq Applications. Bioinformatics.

[50] Du P., Zhang X., Huang C.-C., Jafari N., Kibbe W.A., Hou L., Lin S.M. (2010). Comparison of Beta-Value and M-Value Methods for Quantifying Methylation Levels by Microarray Analysis. BMC Bioinform..

[51] Shafi A., Mitrea C., Nguyen T., Draghici S. (2017). A Survey of the Approaches for Identifying Differential Methylation Using Bisulfite Sequencing Data. Brief. Bioinform..

[52] Galili T. (2015). Dendextend: An R Package for Visualizing, Adjusting and Comparing Trees of Hierarchical Clustering. Bioinformatics.

[53] Lilue J., Doran A.G., Fiddes I.T., Abrudan M., Armstrong J., Bennett R., Chow W., Collins J., Collins S., Czechanski A. (2018). Sixteen Diverse Laboratory Mouse Reference Genomes Define Strain-Specific Haplotypes and Novel Functional Loci. Nat. Genet..

[54] McHugh M.L. (2013). The Chi-Square Test of Independence. Biochem. Med..

[55] Mi H., Muruganujan A., Casagrande J.T., Thomas P.D. (2013). Large-Scale Gene Function Analysis with the PANTHER Classification System. Nat. Protoc..

[56] Su C.-H., Dhananjaya D., Tarn W.-Y. (2018). Alternative Splicing in Neurogenesis and Brain Development. Front. Mol. Biosci..

[57] Burset M., Seledtsov I.A., Solovyev V.V. (2000). Analysis of Canonical and Non-Canonical Splice Sites in Mammalian Genomes. Nucleic Acids Res..

[58] Meer M.V., Podolskiy D.I., Tyshkovskiy A., Gladyshev V.N. (2018). A Whole Lifespan Mouse Multi-Tissue DNA Methylation Clock. Elife.

[59] Kozak C.A., Rowe W.P. (1980). Genetic Mapping of the Ecotropic Virus-Inducing Locus Akv-2 of the AKR Mouse. J. Exp. Med..

[60] Bhadra M., Howell P., Dutta S., Heintz C., Mair W.B. (2020). Alternative Splicing in Aging and Longevity. Hum. Genet..

[61] Wang Y., Liu J., Huang B., Xu Y.-M., Li J., Huang L.-F., Lin J., Zhang J., Min Q.-H., Yang W.-M. (2015). Mechanism of Alternative Splicing and Its Regulation. Biomed. Rep..

[62] Flint M.S., Bovbjerg D.H. (2012). DNA Damage as a Result of Psychological Stress: Implications for Breast Cancer. Breast Cancer Res..

[63] Meyer F., Engel A.M., Krause A.K., Wagner T., Poole L., Dubrovska A., Peitzsch C., Rothkamm K., Petersen C., Borgmann K. (2022). Efficient DNA Repair Mitigates Replication Stress Resulting in Less Immunogenic Cytosolic DNA in Radioresistant Breast Cancer Stem Cells. Front. Immunol..

[64] Schumacher B., Pothof J., Vijg J., Hoeijmakers J.H.J. (2021). The Central Role of DNA Damage in the Ageing Process. Nature.

[65] Razin A., Cedar H. (1991). DNA Methylation and Gene Expression. Microbiol. Rev..

[66] Bacon E.R., Brinton R.D. (2021). Epigenetics of the Developing and Aging Brain: Mechanisms That Regulate Onset and Outcomes of Brain Reorganization. Neurosci. Biobehav. Rev..

[67] Numata S., Ye T., Hyde T.M., Guitart-Navarro X., Tao R., Wininger M., Colantuoni C., Weinberger D.R., Kleinman J.E., Lipska B.K. (2012). DNA Methylation Signatures in Development and Aging of the Human Prefrontal Cortex. Am. J. Hum. Genet..

[68] Cunnane S.C., Trushina E., Morland C., Prigione A., Casadesus G., Andrews Z.B., Beal M.F., Bergersen L.H., Brinton R.D., de la Monte S. (2020). Brain Energy Rescue: An Emerging Therapeutic Concept for Neurodegenerative Disorders of Ageing. Nat. Rev. Drug Discov..

[69] Raichle M.E., Gusnard D.A. (2002). Appraising the Brain’s Energy Budget. PNAS.

[70] Lust W.D., Pundik S., Zechel J., Zhou Y., Buczek M., Selman W.R. (2003). Changing Metabolic and Energy Profiles in Fetal, Neonatal, and Adult Rat Brain. Metab. Brain Dis..

[71] Rogne T., Engstrøm A.A., Jacobsen G.W., Skranes J., Østgård H.F., Martinussen M. (2015). Fetal Growth, Cognitive Function, and Brain Volumes in Childhood and Adolescence. Obstet. Gynecol..

[72] Bonnin A., Goeden N., Chen K., Wilson M.L., King J., Shih J.C., Blakely R.D., Deneris E.S., Levitt P. (2011). A Transient Placental Source of Serotonin for the Fetal Forebrain. Nature.

[73] Bronson S.L., Bale T.L. (2016). The Placenta as a Mediator of Stress Effects on Neurodevelopmental Reprogramming. Neuropsychopharmacology.

[74] Rosenfeld C.S. (2020). Placental Serotonin Signaling, Pregnancy Outcomes, and Regulation of Fetal Brain Development†. Biol. Reprod..

[75] Zeltser L.M., Leibel R.L. (2011). Roles of the Placenta in Fetal Brain Development. Proc. Natl. Acad. Sci. USA.

[76] Barton R.A., Capellini I. (2011). Maternal Investment, Life Histories, and the Costs of Brain Growth in Mammals. Proc. Natl. Acad. Sci. USA.

[77] Lindsay K.L., Buss C., Wadhwa P.D., Entringer S. (2019). The Interplay Between Nutrition and Stress in Pregnancy: Implications for Fetal Programming of Brain Development. Biol. Psychiatry.

[78] Ojeda D.A., Hutton O., Hopkins R., Cagampang F., Smyth N.R., Fleming T.P., Eckert J., Willaime-Morawek S. (2023). Preimplantation or Gestation/Lactation High-Fat Diet Alters Adult Offspring Metabolism and Neurogenesis. Brain Commun..

[79] Singh S.K., Kagalwala M.N., Parker-Thornburg J., Adams H., Majumder S. (2008). REST Maintains Self-Renewal and Pluripotency of Embryonic Stem Cells. Nature.

[80] Zullo J.M., Drake D., Aron L., O’Hern P., Dhamne S.C., Davidsohn N., Mao C.-A., Klein W.H., Rotenberg A., Bennett D.A. (2019). Regulation of Lifespan by Neural Excitation and REST. Nature.

[81] Lind M.I., Spagopoulou F. (2018). Evolutionary Consequences of Epigenetic Inheritance. Heredity.

[82] Hou C. (2013). The Energy Trade-off between Growth and Longevity. Mech. Ageing Dev..

[83] Park S.E., Kim H.S., Kwon S.J., Kim M.-J., Choi S., Oh S., Ryu G.H., Jeon H.B., Na D.L., Chang J.W. (2021). Exposure of Mesenchymal Stem Cells to an Alzheimer’s Disease Environment Enhances Therapeutic Effects. Stem Cells Int..

[84] Srivastava R., Li A., Datta T., Jha N.K., Talukder S., Jha S.K., Chen Z.-S. (2022). Advances in Stromal Cell Therapy for Management of Alzheimer’s Disease. Front. Pharmacol..

[85] Regmi S., Liu D.D., Shen M., Kevadiya B.D., Ganguly A., Primavera R., Chetty S., Yarani R., Thakor A.S. (2022). Mesenchymal Stromal Cells for the Treatment of Alzheimer’s Disease: Strategies and Limitations. Front. Mol. Neurosci..

[86] Crouch J., Shvedova M., Thanapaul R.J.R.S., Botchkarev V., Roh D. (2022). Epigenetic Regulation of Cellular Senescence. Cells.

[87] Baker D.J., Petersen R.C. (2018). Cellular Senescence in Brain Aging and Neurodegenerative Diseases: Evidence and Perspectives. J. Clin. Investig..

[88] Meyers C.A., Albitar M., Estey E. (2005). Cognitive Impairment, Fatigue, and Cytokine Levels in Patients with Acute Myelogenous Leukemia or Myelodysplastic Syndrome. Cancer.

[89] Williams A.M., van Wijngaarden E., Seplaki C.L., Heckler C., Weber M.T., Barr P.M., Zent C.S., Janelsins M.C. (2020). Cognitive Function in Patients with Chronic Lymphocytic Leukemia: A Cross-Sectional Study Examining Effects of Disease and Treatment. Leuk. Lymphoma.

[90] Tylee D.S., Kawaguchi D.M., Glatt S.J. (2013). On the Outside, Looking in: A Review and Evaluation of the Comparability of Blood and Brain “-Omes”. Am. J. Med. Genet. Part B Neuropsychiatr. Genet..

[91] Walton E., Hass J., Liu J., Roffman J.L., Bernardoni F., Roessner V., Kirsch M., Schackert G., Calhoun V., Ehrlich S. (2016). Correspondence of DNA Methylation Between Blood and Brain Tissue and Its Application to Schizophrenia Research. Schizophr. Bull..

[92] Edgar R.D., Jones M.J., Meaney M.J., Turecki G., Kobor M.S. (2017). BECon: A Tool for Interpreting DNA Methylation Findings from Blood in the Context of Brain. Transl. Psychiatry.

[93] Farré P., Jones M.J., Meaney M.J., Emberly E., Turecki G., Kobor M.S. (2015). Concordant and Discordant DNA Methylation Signatures of Aging in Human Blood and Brain. Epigenetics Chromatin.

[94] Lin D., Chen J., Ehrlich S., Bustillo J.R., Perrone-Bizzozero N., Walton E., Clark V.P., Wang Y.-P., Sui J., Du Y. (2018). Cross-Tissue Exploration of Genetic and Epigenetic Effects on Brain Gray Matter in Schizophrenia. Schizophr. Bull..

[95] Strawn M., Safranski T.J., Behura S.K. (2023). Does DNA Methylation in the Fetal Brain Leave an Epigenetic Memory in the Blood?. Gene.

[96] Tollervey J.R., Wang Z., Hortobágyi T., Witten J.T., Zarnack K., Kayikci M., Clark T.A., Schweitzer A.C., Rot G., Curk T. (2011). Analysis of Alternative Splicing Associated with Aging and Neurodegeneration in the Human Brain. Genome Res..

[97] Takata A., Matsumoto N., Kato T. (2017). Genome-Wide Identification of Splicing QTLs in the Human Brain and Their Enrichment among Schizophrenia-Associated Loci. Nat. Commun..

[98] Mazin P., Xiong J., Liu X., Yan Z., Zhang X., Li M., He L., Somel M., Yuan Y., Phoebe Chen Y.-P. (2013). Widespread Splicing Changes in Human Brain Development and Aging. Mol. Syst. Biol..

How the deposited data were processed for this re-analysis (not part of the article)

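RNA of the whole fetal brain of AKR/J, C57BL/6J and Cav1-null mice was sequenced on gestational days 12, 15 and 17, with 3 libraries in each of the 9 groups of strain and day. The authors checked the reads with FastQC, removed adaptors with cutadapt, trimmed bases with fastp and mapped the reads to GRCm39 with STAR. The values of the gene table are whole read counts per Ensembl gene without normalization. The paper's text does not name the counting tool, its handling of strands and of reads with several matches, or the versions. The splice table holds, for each junction and transcript, the reads that span the junction in each library, from multi-sample 2-pass mapping with STAR. The authors left out junctions with multi-mapped reads, with short overhangs or with few reads in all samples, so that a 0 in this table can stand for reads that were removed.

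Libraries were grouped by the strain and day of their labels. Every comparison of days was fitted on its 6 libraries in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries were scaled by TMM, and genes were tested with the quasi-likelihood test and called at a Benjamini-Hochberg adjusted p under 0.05. The standard error is the absolute log2 fold change over the square root of the test's F. Differences between strains in the change between days were tested by an interaction term over 12 libraries, and differences between strains were tested on each day and then combined over the 3 days. Counts of DE genes were compared between strains by chi-square and Cramer's V. Library correlations were computed on log2(CPM + 1) and ranked among the 84 choices of 3 of the 9 libraries of a strain.

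Some genes, such as Gm13736, Slc7a11, Afp, Gzmc, Tac1 and Ica1, were named outside a rule, several of them after their values were seen. The other genes named were chosen by a rule. They are Cav1, Xist and 4 genes of the Y chromosome as checks of the labels, the genes at the top of Supplementary Table S2 (Ablim3 and Grm5), and in each comparison the DE genes with the largest rise and fall, an average log2 CPM of at least 3 and no overlap between the libraries of the 2 days. For junctions, the rule took the time-specific junction with the highest mean reads in each strain and day and those that are not annotated, and for gene lists the member with the largest change.

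Of the gene lists, 10 stand for functions that the paper names and were tested with camera on voom values of limma 3.58.1, with an inter-gene correlation of 0.01. Lists of marker genes of erythroid cells, skeletal muscle, connective tissue and cartilage, epidermis and eye, choroid plexus, pituitary, and blood vessels and microglia were tested the same way, with their own adjustment. Lists for trophoblast, decidua and yolk sac endoderm were compared between the d12 libraries. Gene Ontology and pathway annotation was not used here.

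A junction, counted once over its transcripts, was time-specific when it had at least 10 reads in the 3 libraries of a strain and day and 0 reads in the other 6 libraries of the strain. Junction tables were processed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The stage of a library was estimated from 1309 genes that change over the Cav1-null series, as the day at which that series comes closest to the library.

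The alternatives were the DESeq2 1.42.0 Wald test, the edgeR likelihood ratio test, RLE size factors, no filter on low counts, at least 10 reads in every library, 1 model of all 27 libraries, an absolute log2 fold change of at least 1, thinning to the smallest library, a replicate block, and each library left out in turn. Junction alternatives were at least 5 or 20 reads, under 10 reads in place of 0 on the other days, 2 of the 3 libraries, absence from all other groups, counting by line of junction and transcript with repeated lines kept, and leaving out all-or-none junctions. Removing the trend with GC content and length and the likelihood ratio test on all 27 libraries were chosen after seeing the data.

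The depth of the libraries was 26363697 to 39759702 reads on genes. The comparisons were tested on simulated data in which 200 genes were changed, and between 38.5% of them in the early phase of AKR/J and 78% in the late phase of Cav1-null mice were recovered, with 5.19% to 11.5% false calls. Far more genes were called in the data, so these shares hold for the simulated setting only. The junction rule was tested on 4000 simulated junctions and found the 200 planted ones with no false call. This does not measure how many calls in the data rest on reads that were removed. DNA methylation and SNP data were not analysed here.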

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

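Of the tests in this part, those of GC content, depth and other splits on d15, of the loss of an X chromosome and of the 3 tissues for Prl8a2 were set before their results were seen, and the others were chosen after the result was seen.

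The change between days differed from that of C57BL/6J in 15 genes in the early phase of AKR/J, 1 gene in the late phase of AKR/J (Gm13736), 1 gene in the early phase of Cav1-null mice (Slc7a11) and 54 genes in the late phase of Cav1-null mice, by a test of the difference itself. Slc7a11 was also among the 15 and Gm13736 among the 54, so their differences may lie in the shared C57BL/6J libraries. Other assignments of the libraries to strains within each day gave as many genes in 5, 6, 8 and 4 of the 60 splits of the 12 libraries, the real one included. Some of these splits keep the strains apart on one day and mix them on the other, so that a strain difference on a single day counts as a change between days, and the splits do not settle whether the counts exceed chance. No biological explanation was tested beyond the strain.

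AKR/J and C57BL/6J differed on all 3 days in 65 genes (34 higher and 31 lower in AKR/J), a comparison between strains that the paper does not report. Of 100 splits of the 18 libraries, 1 gave as many genes. The count was 12 without C57BL/6J d12 replicate 2 and 2659 without C57BL/6J d17 replicate 2. Cav1-null and C57BL/6J mice differed in 0 genes, with 594 genes at an unadjusted p under 0.05 on all 3 days, and 100 of the 100 splits gave as many, which a count of 0 makes so by definition and which therefore tests nothing. No gene was called on d12, not even Cav1 (adjusted p = 0.0789), so that day alone sets the count over all 3 days to 0. Variants of AKR/J against the reference were not tested, and the difference of the strain stays open.

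On d15, 11621 of 19827 genes differed between Cav1-null and C57BL/6J mice, against 0 genes on d12 (4309 at an unadjusted p under 0.05) and 10 genes on d17. With the DESeq2 Wald test, 1766 genes differed on d12, 11312 on d15 and 48 on d17, and with no filter on low counts 750, 11595 and 30. Of the 10 splits of the 6 libraries, 1 gave as many genes, the smallest number that 3 libraries against 3 allow. After the trend with GC content and length was removed 9645 genes differed, and after thinning to the smallest library 11413, which argues against either as the whole cause. The median absolute log2 fold change was 0.488 on d15, against 0.295 on d12 and 0.211 on d17, which argues against a small spread between the d15 replicates as the whole cause, although the coefficient of variation was lower on d15 (14.4%) than on d12 (28.5%) and d17 (22.7%). C57BL/6J brains at an earlier stage than Cav1-null brains may account for part of it. Of the 3149 genes called both here and in the late phase of AKR/J, 81.8% differed in the direction of development, but these are 27.1% of the d15 calls. A difference of the strain stays open.

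Cav1-null d12 replicate 2, labelled as female like the other libraries, had reads of 4 genes of the Y chromosome (Ddx3y 104.36, Uty 62.36, Kdm5d 119.44 and Eif2s3y 138.83 CPM), where 25 other libraries had at most 0.2 CPM. Its Xist was 3.67 CPM, against 1853 to 6657 CPM in 25 libraries, which argues against RNA of a male fetus mixed into a female library. The median log2 ratio of genes that escape X inactivation was -0.46, which is consistent with a male fetus.

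AKR/J d15 replicate 3 had 3.42 CPM of Xist (103 reads) and 0 reads of the 4 Y chromosome genes, and the latter argues against a male fetus. The median log2 ratio of the escape genes was -0.38, the third lowest of the 27 libraries, but AKR/J d12 replicate 1, with Xist in the usual range, had -0.50. These ratios were taken on CPM without TMM scaling. The TMM factors of AKR/J d12 replicates 1 to 3 were 0.679, 1.073 and 0.688, so part of the -0.50 comes from scaling. On d15 they were 1.071, 1.112 and 1.037. Loss of an X chromosome may explain the low Xist, but cannot be told apart from other causes by the ratio of -0.38.

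AKR/J d12 replicate 1 had 12.03 CPM of Ddx3y. The reads of the 4 Y chromosome genes were 11.5% (Ddx3y), 11.4% (Uty), 3.37% (Kdm5d) and 8.08% (Eif2s3y) of the levels in Cav1-null d12 replicate 2. A mixture with RNA of a male fetus may be the source, but the highest share was 3.42 times the lowest, and with a single male library of another strain to compare, unequal shares cannot be told apart from a difference of strain.

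The embryonic globin gene Hbb-y had a mean of 66200 CPM in AKR/J on d12 (27900 to 114000), above every other d12 library. Of 15 erythroid genes, 12 were higher in every AKR/J d12 library than in every other d12 library, and Hba-a2, Hbb-bt and Tspo2 were not. RNA of blood cells may therefore be the source. Whether more blood stayed in the tissue or more erythroid cells circulate in these fetuses was not tested.

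Reads of Gm15581, a long non-coding RNA that overlaps Cav1 on the other strand (chromosome 6, 17206822 to 17385603), were at least 2.12 CPM in every Cav1-null library (70 to 161 reads) and at most 2 reads in every other library. Reads of transcripts that remain at the disrupted Cav1 locus may have been counted on the overlapping gene. The strand of the counting is not stated by the paper, so this cannot be told apart from expression of Gm15581 itself.

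Prl8a2 had 398.17 CPM in AKR/J d12 replicate 1. Among genes of 3 tissues around the fetus, 58.3% of 12 yolk sac endoderm genes were higher in every AKR/J d12 library than in every other d12 library, against 15.8% of 19 trophoblast genes, 16.7% of 12 decidua genes and 7.43% of all 28944 genes. RNA of the yolk sac may therefore be in these libraries. Ttr, another gene of the list, was lower in AKR/J (at most 119 CPM) than in another d12 library (692 CPM), but is also in the choroid plexus list. Prl8a2 itself is in none of the 3 lists, so these shares do not show which tissue its reads came from. The abundant trophoblast genes Tpbpa (up to 56 CPM) and Prl3b1 (up to 37 CPM) were highest in AKR/J d12 libraries but reached 36.5 and 25.6 CPM in those of the other strains, and Prl3d1, Prl2c2 and Hand1, named after their values were seen, were higher in every AKR/J d12 library. Of the decidua list, Gzmc was up to 60.8 CPM in AKR/J and at most 0.321 CPM in the other d12 libraries. Trophoblast and decidua cannot be told apart from the background with 19 and 12 genes, most of them at few reads. How many of these genes fetal brain also expresses was not tested.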

How the results depend on the processing

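The tests in this part were set before the data were examined, except those that remove the trend with GC content and length or use the likelihood ratio test on all 27 libraries, which were chosen after seeing the data. Unless a reason is given below, the cause was not tested.

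With all 27 libraries in 1 model, DE genes numbered 9568 and 2366 in the early and late phases of AKR/J, 4565 in the late phase of C57BL/6J, and 3056 and 829 in the 2 phases of Cav1-null mice. The ratio of early to late DE genes was then 4.04 in AKR/J, and reversed to 0.834 in C57BL/6J and to 3.69 in Cav1-null mice. The late phase of Cav1-null mice had the smallest spread between replicates, and a single spread from all libraries gave it 829 genes, so that its excess over the early phase may come from that small spread. With the likelihood ratio test on all 27 libraries the counts were 10014 and 2873 in AKR/J, 4425 and 5296 in C57BL/6J and 1228 in the late phase of Cav1-null mice, with ratios of 3.49, 0.836 and 2.99.

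With an absolute log2 fold change of at least 1, which by construction calls fewer genes, the counts were 1272 in the late phase of AKR/J, 1204 and 1436 in C57BL/6J and 1589 and 904 in Cav1-null mice, and the ratios 3.17 in AKR/J, 0.838 in C57BL/6J and 1.76 in Cav1-null mice, the last 2 reversed. The DESeq2 Wald test gave 4827 and 4581 genes in the phases of C57BL/6J, and the edgeR likelihood ratio test 4181 in its late phase. RLE size factors, no filter, at least 10 reads in every library and thinning kept every count of DE genes between days within 1.5 times.

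Across the fits that each left out 1 library, DE genes ranged from 2619 (without d15 replicate 3) to 9052 (without d12 replicate 2) in the early phase of AKR/J, from 1576 (without d17 replicate 2) to 4802 in its late phase, from 0 (without d15 replicate 2; 4920 at an unadjusted p under 0.05) to 5958 (without d12 replicate 2) in the early phase of C57BL/6J, from 160 (without d17 replicate 3) to 6990 (without d17 replicate 1) in its late phase, and from 2301 (without d15 replicate 2) to 7378 (without d12 replicate 3) in the early phase of Cav1-null mice. The ratios ranged from 0.701 (without AKR/J d15 replicate 3) to 3.65 (without AKR/J d17 replicate 2) in AKR/J, from 0 (without C57BL/6J d15 replicate 2) to 17.8 (without C57BL/6J d17 replicate 3) in C57BL/6J and from 0.54 (without Cav1-null d12 replicate 1) to 1.33 (without Cav1-null d12 replicate 3) in Cav1-null mice, so the order of the phases depends on single libraries in each strain. Of the 10 splits of the 6 libraries, 1 gave as many DE genes in each of the 6 comparisons, the real one, and 3 libraries against 3 cannot give a smaller share.

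The chi-square of DE counts ranged from 6.3 (without Cav1-null d17 replicate 3) to 2272.5 (without C57BL/6J d17 replicate 3) between Cav1-null and C57BL/6J mice, and from 6.4 (without Cav1-null d12 replicate 3) to 1923.7 (without AKR/J d17 replicate 2) between AKR/J and Cav1-null mice. The correlation of d12 with later libraries no longer ranked past the threshold without the logarithm in C57BL/6J (0.87) and Cav1-null mice (0.906), and ranged from 0.967 to 0.971 in Cav1-null mice with 1 library left out.

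The strain-by-day tests moved most. In the early and late phases of AKR/J and then of Cav1-null mice, no filter gave 544, 4, 46 and 1010 genes, the likelihood ratio test 728, 73, 200 and 1249, the DESeq2 Wald test 970, 45, 316 and 1436, and all 27 libraries 1660, 0 (1173 at an unadjusted p under 0.05), 0 (1987 at an unadjusted p under 0.05) and 4. Removing the trend with GC content and length gave 5 genes in the early and 12 in the late phase of Cav1-null mice. With 1 library left out they ranged from 3 (without AKR/J d15 replicate 1) to 3251 (without AKR/J d12 replicate 2), from 1 to 823 (without C57BL/6J d17 replicate 1), from 1 to 1618 (without C57BL/6J d12 replicate 2) and from 0 (without Cav1-null d15 replicate 1) to 5792 (without C57BL/6J d17 replicate 1).

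Genes that differed between AKR/J and C57BL/6J on all 3 days numbered 501 with no filter and 661 with the DESeq2 Wald test, and 12 (without C57BL/6J d12 replicate 2) to 2659 (without C57BL/6J d17 replicate 2) with 1 library left out. Between Cav1-null and C57BL/6J mice there were 11 with no filter, 9 with the DESeq2 Wald test, and 0 to 3 (without C57BL/6J d12 replicate 3) with 1 library left out.

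For genes called only in AKR/J over the next strain, the early-phase ratio was 13 (higher) and 4.37 (lower) with all 27 libraries, and 3.51 and 5.29 with an absolute log2 fold change of at least 1. It ranged from 0.445 (without AKR/J d15 replicate 3) to 5.51 (without Cav1-null d15 replicate 2) for higher genes and from 0.343 to 3.71 without the same libraries for lower genes. For genes called only in C57BL/6J in the late phase, the ratio for higher genes was 0.633 with the DESeq2 Wald test, 0.608 with the likelihood ratio test and 0.2 with at least 10 reads in every library, and reversed to 2.3 with all 27 libraries and 1.75 with an absolute log2 fold change of at least 1. For lower genes it was 0.378, 0.243 and 0.669 with the DESeq2 Wald test, the likelihood ratio test and an absolute log2 fold change of at least 1, and reversed to 7.64 with all 27 libraries. With 1 library left out these ratios ranged from 0.0089 to 1.16 and from 0.00189 to 1.52, lowest without C57BL/6J d17 replicate 3 and highest without C57BL/6J d17 replicate 1. Of the 12 counts behind these ratios, 10 moved by over 1.5 times with all 27 libraries, 8 with an absolute log2 fold change of at least 1 and 3 with the DESeq2 Wald test.

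Of the 60 list comparisons, 1 passed with the inter-gene correlation estimated. With fry 12 were lost and 2 gained, with RLE size factors 1 was gained, and with 1 library left out 8 were lost and 3 gained of 360 calls. Of the genes named by the rule, 22 of 138 calls were lost when 1 library was left out, 3 with all 27 libraries and 2 with an absolute log2 fold change of at least 1.

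Time-specific junctions on d12, d15 and d17 numbered 616, 200 and 514 with under 10 reads on the other days, 403, 114 and 269 with 2 of the 3 libraries, 270, 28 and 96 when counted by line with repeated lines kept, 9, 0 and 2 without all-or-none junctions, and 3, 0 and 0 when absent from every other strain and day. With 1 library left out they ranged from 103 to 210 (without AKR/J d12 replicate 2), 20 to 42 (without Cav1-null d15 replicate 2) and 55 to 102 (without C57BL/6J d17 replicate 1). Here the rule asks for reads in fewer libraries of the day, so by construction these counts cannot fall. The chi-square between d15 and d17 was 33.49 with under 10 reads on the other days and 20.76 with 2 of the 3 libraries. With 1 library left out, chi-square ranged from 1.78 (without AKR/J d15 replicate 3) to 51.55 (without Cav1-null d15 replicate 2) between d12 and d15, from 0.04 (without Cav1-null d17 replicate 2) to 29.86 (without Cav1-null d15 replicate 2) between d15 and d17, and from 3.7 (without C57BL/6J d12 replicate 2) to 61.25 (without AKR/J d12 replicate 2) between d12 and d17.

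The cophenetic correlation of C57BL/6J and Cav1-null mice was 0.614 with average linkage, 0.747 without the logarithm and 0.521 with genes of at least 1 CPM, and ranged from 0.612 to 0.719 with 1 library left out.

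The replicate numbers were checked for pairing across days. Correlations of paired residuals were -0.107 to 0.099, so the numbers do not pair the libraries. With a replicate block, the early phase of C57BL/6J had 0 DE genes (5654 at an unadjusted p under 0.05) and a ratio of 0, the strain-by-day tests of AKR/J gave 5 and 2 genes, 366 genes differed between AKR/J and C57BL/6J on all 3 days, the late-phase ratio of lower genes called only in C57BL/6J was 0.197, and 5 calls of named genes were lost.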

Differences from the paper's values

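In this part, a value is called within the paper's value, or a gap closed, when they differ by a factor of at most 1.5. For AKR/J and C57BL/6J, the chi-square of the DE counts was 50.7 against the paper's 2355.2, and Cramer V of the DE counts 0.057 against the paper's 0.291. Of the alternatives set before the data were examined, chi-square fell within the paper's value with all 27 libraries in 1 model (2726.1), a replicate block (2347.2), and without C57BL/6J d12 replicate 1 or d17 replicate 1. V did so with all 27 libraries (0.366), an absolute log2 fold change of at least 1 (0.324), and without AKR/J d17 replicate 2 or 3, C57BL/6J d12 replicate 1, C57BL/6J d15 replicate 1 or 3, or C57BL/6J d17 replicate 1 or 3. The likelihood ratio test on all 27 libraries, chosen after seeing the values, gave 2560.9 and 0.337.

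For Cav1-null and C57BL/6J mice, the chi-square of the DE counts was 76.4 against the paper's 1079.9, and Cramer V of the DE counts 0.0699 against the paper's 0.235. Chi-square was within it with all 27 libraries (1314), a replicate block (1379.9), and without C57BL/6J d12 replicate 1 or 2. V was within it with all 27 libraries (0.327), an absolute log2 fold change of at least 1 (0.187), and without C57BL/6J d12 replicate 1 or 2, C57BL/6J d15 replicate 1 or 3, C57BL/6J d17 replicate 1, Cav1-null d12 replicate 1, or any of the Cav1-null d15 replicates. The likelihood ratio test on all 27 libraries, chosen after seeing the values, gave 1266 and 0.294.

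For AKR/J and Cav1-null mice, chi-square was 243.9 against the paper's 83.3, and V 0.109, where the paper gives it as less than 0.061. Chi-square was within the paper's value with all 27 libraries (62.8) and without AKR/J d15 replicate 3 or Cav1-null d17 replicate 2. V was less than 0.061 without AKR/J d12 replicate 1 or 3, AKR/J d15 replicate 1 or 2, Cav1-null d12 replicate 3, or Cav1-null d17 replicate 2 or 3, and with the likelihood ratio test on all 27 libraries (0.0536), chosen after seeing the values. It was above 0.061, by less than 1.5 times, with all 27 libraries (0.063), the DESeq2 Wald test (0.0819) and without AKR/J d15 replicate 3 (0.0698).

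In the early phase of AKR/J, DE genes higher on the later day numbered 2958 and DE genes lower on the later day 2800, against the paper's about 6400 and about 4800 in Fig. 2, read by eye. All 27 libraries in 1 model (5475 and 4093) and leaving out AKR/J d12 replicate 2 (4655 and 4397) came within both, and for lower genes also the DESeq2 Wald test (3642) and the edgeR likelihood ratio test (3342). The likelihood ratio test on all 27 libraries, chosen after seeing the values, gave 5698 and 4316.

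For C57BL/6J in the early phase, DE genes higher on the later day numbered 1356 and DE genes lower on the later day 1494, against the paper's about 3500 and about 2300 in Fig. 2. The DESeq2 Wald test (2591 and 2236) and leaving out C57BL/6J d12 replicate 2 (3047 and 2911) came within both, and for lower genes also the edgeR likelihood ratio test (2026) and at least 10 reads in every library (1625). The likelihood ratio test on all 27 libraries (2705 and 1720) did so for both and the removal of the trend with GC content and length (1964) for lower genes, and both settings were chosen after seeing the values.

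For C57BL/6J in the late phase, DE genes higher on the later day numbered 1484 and DE genes lower on the later day 1110, against the paper's about 2800 and about 4000 in Fig. 2. Leaving out C57BL/6J d17 replicate 1 (3202 and 3788) came within both. For higher genes the DESeq2 Wald test (2340) and the edgeR likelihood ratio test (2353) did, and for lower genes all 27 libraries (2957). The likelihood ratio test on all 27 libraries, chosen after seeing the values, gave 2111 and 3185.

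For Cav1-null mice in the late phase, DE genes higher on the later day numbered 2937 and DE genes lower on the later day 2593, against the paper's about 1200 and about 980 in Fig. 2, and none of the alternatives closed the gap.

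For genes called in 1 strain only (Fig. 4, read by eye), the early phase had 1417 higher and 1628 lower genes in AKR/J, against the paper's about 3300 and about 2900 in Fig. 4. All 27 libraries (3295 and 2838) and leaving out AKR/J d12 replicate 2 (2935 and 2915) came within both, and for lower genes also leaving out C57BL/6J d12 replicate 1 (2040) or any C57BL/6J d15 replicate (2048). C57BL/6J had 236 higher and 274 lower genes, against the paper's about 570 and about 460 in Fig. 4. The DESeq2 Wald test (527 and 399) and the edgeR likelihood ratio test (395 and 378) came within both, and for lower genes also leaving out C57BL/6J d12 replicate 3, AKR/J d12 replicate 1 or 3, any AKR/J d15 replicate, Cav1-null d12 replicate 1 or 2 or any Cav1-null d15 replicate (318 to 471).

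Of the genes called in 1 strain only in the late phase, 475 higher genes were of C57BL/6J, against the paper's about 1500 in Fig. 4, and leaving out C57BL/6J d17 replicate 1 gave 1519. Only in Cav1-null mice 1412 were called, against the paper's about 330 in Fig. 4, and an absolute log2 fold change of at least 1 gave 294. Of lower genes, 846 were called only in AKR/J, against the paper's about 380 in Fig. 4, with 454 under a replicate block, 257 with an absolute log2 fold change of at least 1 and 344 without C57BL/6J d17 replicate 1. Only in C57BL/6J 167 were called, against the paper's about 2300 in Fig. 4, with 1909 in 1 model of all 27 libraries and 2019 without C57BL/6J d17 replicate 1. Only in Cav1-null mice 1478 were called, against the paper's about 320 in Fig. 4, and none of the alternatives closed the gap.

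The time-specific splice variants numbered 152 junctions against the paper's 378, and 54 in AKR/J on d12 against the paper's 174. Counted by line of junction and transcript, with lines repeated in full kept, they were 394 and 174. Without the repeats AKR/J on d12 had 122 lines. With each junction counted once and AKR/J d12 replicate 2 left out, they were 272 and 174. For AKR/J on d12, under 10 reads on the other days (244) and 2 of the 3 libraries (234) also came within the paper's value. The left-out library and these settings loosen the rule, so they cannot lower a count and do not explain the gap. Supplementary Table S6 holds 378 rows of 147 junctions, with 174 rows and 54 junctions for AKR/J on d12. The paper's counts are therefore of rows.

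By strain and day (Fig. 6, read by eye), d12 had 54 in AKR/J, 23 in C57BL/6J and 13 in Cav1-null mice, against the paper's about 140, about 52 and about 37 in Fig. 6. Day 15 had 3, 7 and 7, against the paper's about 5, about 11 and about 12 in Fig. 6, and d17 had 12, 25 and 8, against the paper's about 23, about 49 and about 14 in Fig. 6. Counted by line, with repeated lines kept, they were 174, 58 and 38 on d12, 5, 11 and 12 on d15, and 23 and 51 in AKR/J and C57BL/6J on d17, all within the paper's values, but not Cav1-null mice on d17 (22), which came within it with at least 5 reads (10). At least 5 reads also closed the gap in the 3 strains on d15 (5, 10 and 8), and 2 of the 3 libraries in Cav1-null mice on d12 (54). Leaving out 1 library of the group closed it for AKR/J d12 (replicate 2), each replicate of C57BL/6J d12 and Cav1-null d12, AKR/J d15 (replicate 2), C57BL/6J d15 (replicate 1), Cav1-null d15 (replicate 3), each replicate of AKR/J d17 and C57BL/6J d17 (replicates 2 and 3). A left-out library loosens the rule, so such a count cannot fall and its match does not explain the gap.

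The chi-square of time-specific counts was 11.53 between d12 and d15, against the paper's about 970 in Fig. 6, and none of the alternatives closed the gap. Between d15 and d17 it was 3.7 against the paper's about 9 in Fig. 6, with values within it when AKR/J d15 replicate 3, Cav1-null d15 replicate 3, any AKR/J d17 replicate, or C57BL/6J d17 replicate 2 or 3 was left out.

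The paper states that more genes were DE in the early than in the late phase in Cav1-null mice and fewer in C57BL/6J, while the ratios here were 0.844 and 1.1. Both orders were as the paper's with all 27 libraries in 1 model, an absolute log2 fold change of at least 1, and the likelihood ratio test on all 27 libraries, the last chosen after seeing the values. For Cav1-null mice this also held without d12 replicate 3 (1.33), d17 replicate 2 (1.06) or d17 replicate 3 (1.07). For C57BL/6J it also held with a replicate block (0 early and 2359 late DE genes), without d12 replicate 1 (0.127), without d15 replicates 1, 2 or 3 and without d17 replicate 1 (0.408).

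The paper's Cramer's V was lowest for AKR/J and Cav1-null mice, while here this pair had the highest of the 3 values (0.109). It was the lowest with all 27 libraries in 1 model, a replicate block, an absolute log2 fold change of at least 1, and the likelihood ratio test on all 27 libraries, the last chosen after seeing the values. With 1 library left out it was the lowest without AKR/J d12 replicate 1 or 3, any AKR/J d15 replicate, C57BL/6J d12 replicate 1 or 2, any C57BL/6J d15 replicate, C57BL/6J d17 replicate 1 or 3, or Cav1-null d12 replicate 3. The paper gives C57BL/6J the most genes called in a single strain in the late phase, while here Cav1-null mice had the most. All 27 libraries in 1 model and leaving out C57BL/6J d17 replicate 1 gave C57BL/6J the most in both directions, and an absolute log2 fold change of at least 1 did for higher genes.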

Other observations

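Of the tests in this part, those of GC content and blood cells for the estimated stage, of erythroid genes for the correlation, and of GC content for the late phase of C57BL/6J were set before their results were seen, and the others were chosen after the result was seen.

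Set against the changes over days in Cav1-null mice, AKR/J libraries lay at an estimated day of 10.07 on d12, 13.3 on d15 and 16 on d17, and C57BL/6J libraries at 11.4, 13.93 and 16.77. The estimate for AKR/J on d15 differed from its label by -1.7 days, and with C57BL/6J as the series it was 13.73. After removing the trend with GC content and length it was again 13.3, which argues against that trend as the cause. Without marker, mitochondrial and ribosomal protein genes it was 13.33. That setting kept 1287 of the 1309 genes, so it cannot exclude RNA of blood cells as the cause. AKR/J libraries of d15 differed in 835 genes from Cav1-null libraries of d12 and in 3894 from those of d15. By the same count, AKR/J libraries of the other days were nearest to their own day, with 3906 genes on d12, against 8731 for Cav1-null d15, and 2516 on d17, against 2983 for Cav1-null d15, so that this count goes with an earlier stage on d15 but not on d17, and for d12 there was no earlier day to compare. By the median absolute log2 fold change, AKR/J d17 was nearer to Cav1-null d15 (0.157) than to Cav1-null d17 (0.167). This measure also placed AKR/J d15 nearer to Cav1-null d12 (0.2) than to Cav1-null d15 (0.242). On d17 the count and this measure disagree, so d17 is left open. AKR/J brains at an earlier stage of development than their labelled day may explain the early estimated days. This is a hypothesis found and tested on the same data. A difference of strain in the same genes at an equal stage was not tested.

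Of the 9 C57BL/6J libraries, 8 had a positive relation of expression with GC content. It ranged from 0.349 (d12 replicate 2) to -0.156 (d17 replicate 2), and over the d17 replicates from 0.218 to -0.156, so that a difference of the strain leaves this spread between replicates open. A difference of the strain and a difference in how these libraries were made cannot be told apart by these values, since the labels name no batch. The count of late-phase genes in C57BL/6J rose from 2594 to 6990 without d17 replicate 1. After this trend was removed it rose from 3310 to 5731, and to 4163 without d17 replicate 2, which argues against the trend as the whole reason that the count moves with d17 replicate 1, while part of the move went with the trend.

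Of the time-specific junctions, 96.7% had an expected total of at least 20 reads on the other days, which argues against genes with too few reads as the source of their zeros. Among junctions with a median of at least 1000 reads, 39.63% of the values were 0, which is consistent with reads of abundant junctions having been set to 0 in single libraries, such as by the removal of junctions with multi-mapped reads. In AKR/J on d12 there were 54 such junctions and at most 31 in other choices of 3 libraries that mix days, which argues against this as the whole source of that excess.

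On CPM without the logarithm, the correlation of AKR/J d12 libraries with the later days was 0.44, and 0.754 without the erythroid genes, against 0.855 between d15 and d17. Erythroid genes could account for part of the gap but not for the whole of it.

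Genes within 10 Mb of Cav1 differed between Cav1-null and C57BL/6J mice on each day, at an unadjusted p under 0.05, in 5 of 57 cases, against 3.21% of genes elsewhere (Fisher's exact test, adjusted p = 0.139 over 4 windows, where the range was 0.139 to 0.626). These were Cav1, Gm15581, Cav2, Tac1 and Ica1, named after their values were seen, of which Cav1 is the disrupted gene and Gm15581 overlaps it. Without both, 3 of 55 genes differed (adjusted p = 0.708, with a range of 0.708 to 1 over the windows), so that strain sequence linked to the disrupted gene cannot be told apart from the background.

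The marker genes of erythroid cells fell in the early phase of AKR/J (median log2 fold change -4.82 over 15 genes, adjusted p = 1.12e-10 by camera) and in the late phase of Cav1-null mice (-1.09, adjusted p = 2.14e-05). The lists of skeletal muscle, connective tissue and cartilage, epidermis and eye, choroid plexus, pituitary, and blood vessels and microglia did not pass in any comparison, with the lowest adjusted p at 0.0855 for connective tissue and cartilage in the early phases of AKR/J and Cav1-null mice.

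Of the 14 genes that the paper names with SNPs between AKR/J and C57BL/6J, 9 differed in expression between these strains on d15 (2 higher and 7 lower in AKR/J), and 10 when adjusted over the list alone, where 41.1% of all tested genes differed. Rusc2 had a log2 fold change of -1.54 (SE 0.12, adjusted p = 0.000215).

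Cav1 was lower in Cav1-null than in C57BL/6J libraries by log2 fold changes of -7.12 on d12 (adjusted p = 0.0789), -7.49 on d15 (adjusted p = 2.61e-07) and -6.51 on d17 (adjusted p = 5.48e-05).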
